# Ectopic transcription due to inherited histone methylation may interfere with the ongoing function of differentiated neurons

**DOI:** 10.1073/pnas.2513137122

**Published:** 2025-09-24

**Authors:** Juan D. Rodriguez, Monica N. Reeves, Sindy R. Chavez, Hsiao-Lin V. Wang, Jaely Z. Chavez, Rhea Rastogi, Liyang I. Sun, Mackenzie S. Roberson, Elicia A. Preston, Zaynab Massenburg, Kiani N. Cruz, Madhav S. Chadha, Emily J. Hill, Miguel L. Soares, Victor G. Corces, Brandon S. Carpenter, Karen L. Schmeichel, John I. Murray, David J. Katz

**Keywords:** lineage, chromatin, *Caenorhabditis elegans*, LSD1, chemotaxis

## Abstract

How mutations in histone modifying enzymes lead to neurodevelopmental defects is unknown. To address this question, we took advantage of the invariant embryonic lineage and adult nervous system in *Caenorhabditis elegans* to investigate a double mutant between *spr-5/Lsd1/Kdm1a* (H3K4me1/2 demethylase) and *met-2/Setdb1/Kmt1e* (H3K9 methyltransferase). We demonstrate that *spr-5; met-2* double mutant worms have a severe chemotaxis defect caused by the ectopic expression of germline genes in somatic tissues. Despite this behavioral defect, we observe few embryonic lineage alterations and the normal complement of neurons. This raised the possibility that the abnormal chemotaxis behavior may be due to ongoing defects in terminally differentiated cells rather than alterations in development. Consistent with this possibility, we find that shutting off the ectopic expression of germline genes specifically in neurons rescues chemotaxis in *spr-5; met-2* mutants. Remarkably, shutting off the ectopic germline expression in *spr-5; met-2* adult worms, that had a chemotaxis defect earlier in development, is also sufficient to rescue chemotaxis behavior. These results suggest that ongoing inappropriate transcription in neurons can block normal behavior despite the chemotaxis neurons being intact.

## Significance

Inheritance of inappropriate chromatin in a double mutant between two histone modifying enzymes in *Caenorhabditis elegans* causes abnormal chemotaxis behavior in the progeny due to the widespread inappropriate expression of germline genes. We found that the behavior is abnormal despite there being no defects in neurodevelopment and that the abnormal behavior can be reverted by turning off the inappropriate germline transcription after the nervous system has fully formed. By showing that chromatin mutations can alter behavior without altering neurodevelopment, our work raises the possibility that human mutations in histone modifying enzymes may also not alter neurodevelopment. Therefore, it may be possible to reverse the altered behavior and intellectual disability observed in these patients by reversing transcription at any life stage.

Mutations in many chromatin regulators give rise to human neurodevelopmental disorders, characterized by behavioral abnormalities and intellectual disability (1). However, it remains unclear how defects in chromatin regulation give rise to neurodevelopmental defects. Therefore, to understand how defects in the regulation of histone modifying enzymes give rise to neurodevelopmental defects we investigated a double mutant between the H3K4me1/2 demethylase SPR-5 (referred to as LSD1/KDM1A in mammals) and the H3K9 methyltransferase MET-2 (referred to as SETDB1/KMT1E in mammals) in *Caenorhabditis elegans*.

H3K4 methylation is acquired cotranscriptionally via the COMPASS complex interacting with RNA polymerase and is associated with actively transcribed genes (2, 3). H3K4 methylation may function as an epigenetic memory, maintaining transcription over time or through mitotic cell divisions (4, 5). As a result, H3K4 methylation that is acquired during the production of gametes may have to be erased to prevent this epigenetic memory from being propagated across generations. In *C. elegans*, SPR-5 is required maternally to erase H3K4me2 and prevent it from being inherited transgenerationally (6). Without SPR-5, worms become increasingly sterile across generations (termed germline mortality) due to the transgenerational accumulation of H3K4me2 and the increasing expression of germline genes. Similarly, when LSD1/KDM1A is mutated maternally in mice, it results in embryonic lethality at the 2-cell stage (7, 8). This demonstrates that SPR-5/LSD1 has a conserved role in maternal epigenetic reprogramming.

H3K9 methylation is associated with repressed transcription (9). In *C. elegans*, loss of MET-2 also results in a germline mortality phenotype and *spr-5*; *met-2* double mutants have an exacerbated maternal effect sterility phenotype (10–12). This suggests that SPR-5 and MET-2 cooperate in maternal epigenetic reprogramming. The function of MET-2 in maternal reprogramming is conserved, as maternal loss of SETDB1/KMT1E in mice also results in early embryonic lethality (13).

During the production of the gametes in *C. elegans*, germline genes acquire the transcription-associated histone modification H3K36me3 via the H3K36 methyltransferase MET-1 (14). In the embryo, this H3K36 methylation is maintained by a transcription-independent H3K36 methyltransferase MES-4 at 176 critical germline genes (14, 15). For the remainder of the manuscript, we will refer to these genes as MES-4 targeted germline genes. At around the 60-cell stage, the germline blastomere P4 divides to give rise to the primordial germ cells, termed Z2 and Z3. Once the embryo hatches, the MES-4 targeted germline genes are expressed as Z2 and Z3 begin to proliferate and loss of MES-4 results in a maternal effect sterility phenotype (14, 15). Thus, it has been suggested that MES-4-dependent H3K36me3 may function as a type of bookmark to help respecify the germline in the subsequent generation. The transcription factor LSL-1 also plays a critical role in germline function. LSL-1 is first transcribed in P4, continues to be expressed during germline development in all four stages of larval development (L1 to L4), and remains on into the adult. Without LSL-1, the germline has several defects including defects in meiosis, germline apoptosis, and the production of almost no functional gametes (16).

Progeny of *spr-5; met-2* double mutants have a severe developmental delay at the L2 larval stage that is associated with the ectopic expression of MES-4 targeted germline genes in somatic tissues. In addition, progeny of *spr-5; met-2* mutants have ectopic H3K36me3 at MES-4 targeted genes in somatic tissues. When *mes-4* is knocked down by RNA interference in the progeny of *spr-5; met-2* mutants, the ectopic germline expression is eliminated and the L2 larval delay is rescued, suggesting that the severe developmental delay in the progeny of *spr-5; met-2* mutants is caused by the ectopic expression of MES-4 targeted germline genes (17). The ectopic maintenance of H3K36me3 in progeny of *spr-5; met-2* mutants is likely propagated by H3K4 methylation, because the developmental delay of *spr-5; met-2* mutants is also dependent on the H3K4 methyltransferase SET-2 (17). Similar to the progeny of *spr-5; met-2* mutants, loss of a NuRD complex component MEP-1 or DREAM complex component LIN-35 also results in the ectopic expression of germline genes and this ectopic expression is also dependent on MES-4 (18, 19). This suggests that these complexes may be functioning to reinforce SPR-5/MET-2 maternal reprogramming in somatic tissues. In the germline, the function of NuRD is antagonized by the germline transcription factor LSL-1 (16).

In *C. elegans*, the embryonic lineage is completely invariant. This means that every wild-type (N2) embryo undergoes the same pattern of cell division and cell migration (20). In order to facilitate study of the invariant lineage, the Waterston lab developed automated lineage tracing. The system utilizes a ubiquitously expressed histone-mCherry fusion protein to track cells via their nuclei with 3D time-lapse confocal imaging (21). *C. elegans* also have a simple completely mapped nervous system (22, 23). To enable the study of the nervous system, the Hobert lab developed the NeuroPAL worm in which each neuron expresses a combination of fluorescent molecules that, combined with cell position, allows the unique identification of all 302 neurons in the adult nervous system of *C. elegans* (24).

In the progeny of *spr-5; met-2* double mutants, H3K4me2 is inappropriately inherited from the previous generation and this results in the ectopic expression of MES-4 targeted germline genes (10, 17). Here, we take advantage of the invariant embryonic lineage and the simple completely mapped adult nervous system in *C. elegans* to understand how the inappropriate inheritance of chromatin and the ectopic expression of genes in the progeny of *spr-5; met-2* mutants effects individual cells and gives rise to abnormal behavior. To determine what embryonic cell types the MES-4 targeted germline genes are ectopically expressed in and how this may alter the embryonic lineage, we performed single-cell RNAseq and automated lineage tracing on the progeny of *spr-5; met-2* mutants. We find that MES-4 targeted germline genes begin to be ectopically expressed broadly in many embryonic lineages, except in the germline itself where MES-4 targeted germline genes may not be fully activated. Surprisingly, the ectopic expression of MES-4 targeted germline genes in somatic lineages results in few embryonic lineage defects and no gross morphological differences in the number or position of neurons. This raises the possibility that the ectopic expression of MES-4 germline genes does not primarily alter development but instead causes an ongoing defect in differentiated cells. While performing these experiments, we noticed that the progeny of *spr-5; met-2* mutants fail to move toward OP50 bacteria. Using chemotaxis assays, we found that the progeny of *spr-5; met-2* mutants have a chemotaxis defect that begins at the L2 stage and is dependent upon the expression of germline genes in neurons. This observation provided the opportunity to test whether the ectopic expression of germline genes may be actively interfering with the function of neurons by determining whether reverting the ectopic expression of these genes restores normal chemotaxis. Remarkably, we find that shutting off the ectopic expression of germline genes after the L2 stage rescues normal chemotaxis behavior. From these data, we conclude that the ectopic expression of germline genes in neurons can alter normal behavior despite the chemotaxis neurons being intact.

## Results

### Germline Genes Are Ectopically Expressed in the Somatic Lineages of *spr-5; met-2* Mutant Embryos.

All of the experiments in this manuscript were performed on F1 progeny of homozygous *spr-5; met-2* double mutants to examine the effect of maternal loss of these enzymes. For simplicity, throughout the manuscript we will refer to these progeny simply as *spr-5; met-2* mutants. Previously we found in *spr-5; met-2* mutants that MES-4 targeted germline genes are ectopically expressed in the soma at the L1 stage (17). To determine how MES-4 targeted germline genes are misexpressed in the embryo at the single-cell level in *spr-5; met-2* mutants, we performed single-cell RNA sequencing on embryos enriched for the 100-200 cell stage (25). 

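Cells dissociated from Wild Type (N2) embryos and from embryos of *spr-5; met-2* mutants were captured in droplets, and the 3' ends of their transcripts were sequenced with unique molecular identifiers (UMIs), so that each UMI counts 1 captured transcript. There is 1 library per genotype. The deposited matrices hold raw UMI counts of 20191 genes, made by the authors with Cell Ranger 3.0.2 on the ce11 build, and still include empty droplets, with 12230 barcodes for Wild Type and 11991 for the mutants. In each library the barcodes with the most UMIs were taken as cells, in the number that the paper gives. Cells of both libraries were clustered together in Scanpy on 2000 variable genes, 20 principal components and 15 neighbours at Leiden resolution 1.0, with the genes under study left out. A cluster was named after a tissue, as "X-like", only from lists of known marker genes. UMIs were summed over the cells of a library or cluster and are given as CPM, scaled to all UMIs of the same cells. Since no embryos were sequenced as replicates, no p-values are given, and the 95% intervals cover counting error only. A share of cells with a UMI depends on how many UMIs each cell has, so it is given as counted and after 500 UMIs were drawn from every cell. MES-4 targeted germline genes are represented by the 25 genes that Dataset S1 lists as higher in a somatic cluster and the 16 that it lists as lower in the germline cluster. Both lists were chosen in the study from these libraries and are not independent evidence, and the full list of targets was not used here.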

At this stage, early events of gastrulation are completed, zygotic transcription has fully initiated, and most cells have adopted broad tissue identities but are not yet terminally differentiating (26–28). We obtained sequences from 686 *spr-5; met-2* mutant cells and 219 wild-type cells. 

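SPR-5 removes methyl groups from histone H3 lysine 4 and MET-2 adds them to lysine 9. Transcripts of both genes were lower in the mutants and still present. *spr-5* (WBGene00005010, chromosome I, 13438058 to 13450218) had 83 UMIs in Wild Type and 40 in the mutants, a CPM ratio of 0.67 (0.45 to 0.98). *met-2* (WBGene00019883, chromosome III, 8375300 to 8380848) had 64 and 20 UMIs, a ratio of 0.43 (0.25 to 0.72). Transcript ends outside the mutated part of a gene are still counted, so these levels are no check of the genotypes. Transcripts of *mes-4*, which encodes the methyltransferase that marks germline genes (WBGene00003222, chromosome V, 13433050 to 13437545), were at similar levels, with 150 and 122 UMIs and a ratio of 1.13 (0.88 to 1.44). RNA polymerase II subunit gene *ama-1*, the reference of the RT-PCR, was higher in the mutants, at 298 and 422 CPM. The 219 Wild Type cells held 1013190 UMIs, or 59.8% of all UMIs of their library, and the 686 mutant cells held 732058, or 33.1%. The cells differed in depth, with a median of 2086 UMIs in Wild Type and 726.5 in the mutants. A small group of 18 Wild Type barcodes with more than 10000 UMIs held 48.6% of the UMIs in Wild Type cells. The mutant cells had a median of 1.98% of their UMIs from mitochondrial genes, against 0.731% in Wild Type.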

To ensure that the transcriptome of our wild-type cells match the published wild-type transcriptome, we integrated our small number of wild-type cells with the published wild-type *C. elegans* single cell atlas (29). To look for potential changes in transcriptomes, we also integrated our *spr-5; met-2* embryonic cells with the published wild-type *C. elegans* single cell atlas (29). Both wild-type and *spr-5; met-2* mutant cells mapped to cell states across the published wild-type dataset (Fig. 1 *A*–*C*). This indicates that broad cell classes are not disrupted and cell type specific marker genes are expressed in similar patterns in *spr-5; met-2* mutants. Nevertheless, using a 0.25 log2 fold change cutoff we identified 3,660 genes significantly up regulated and 1,679 genes significantly down regulated in *spr-5; met-2* mutants compared to Wild Type, most of which had relatively low fold changes. 

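Clusters enriched for markers of muscle, skin, neurons, pharynx and germline held cells of both genotypes. Enrichment was computed over the cells of both genotypes together and not for each genotype. In the body wall muscle-like cluster, 14 muscle markers were enriched, among them *hlh-1*, *unc-120*, *myo-3* and *unc-54*, and the cluster held 51 Wild Type and 83 mutant cells. A hypodermis-like cluster of 28 Wild Type and 52 mutant cells was enriched for 12 hypodermal markers, including *elt-1*, *lin-26* and *dpy-7*. The neuron-like cluster with *ngn-1*, *hlh-3* and *lin-32* held 31 cells of each genotype, and the pharynx-like cluster with *pha-4*, *ceh-22* and *tbx-2* held 15 and 79. *elt-2* and *elt-7* marked an intestine-like cluster of 1 Wild Type cell and 23 mutant cells, and *cup-4* and *lgc-26* a cluster like other mesoderm of 8 and 59 cells. Among 6 Hox genes the summed CPM ratio outside the germline-like cells was 1.13 (0.963 to 1.33), with *ceh-13* at 0.855 and *lin-39* at 1.85. Genes of late embryonic differentiation, such as the collagen genes *dpy-17* and *sqt-3*, had a summed ratio of 1.02 (0.986 to 1.06), which was 0.910 when the libraries were scaled by the median of ratios. Most of these genes were higher, however, with 22 higher and 7 lower, 15 intervals above 1 and 4 below, and a median log2 ratio of 0.50 at percentile 98.2 of random lists. The sum rests on abundant members such as *sqt-3*, at 0.360 (0.323 to 0.400). Genes of early zygotic transcription summed to 396 and 639 CPM, with 4 intervals above 1 and 1 below, and their median lay at percentile 87.2 of random lists. Heat shock genes, which respond to handling, had a summed ratio of 0.985 (0.939 to 1.03), or 0.875 (0.835 to 0.918) with the other scaling, with 10 genes higher and 2 lower, 4 intervals above 1 and 2 below.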

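Most genes differed by a small amount between the genotypes, and more were higher than lower in the mutants. Over all cells, 6839 genes had at least 20 UMIs in both libraries together, and 3493 were higher and 1644 lower in the mutants by more than 0.25 on the log2 scale. This counts genes by size alone, without a test, and when both libraries were drawn from 1 pooled profile, counting noise gave a median of 1290 higher and 1346.5 lower. Past a log2 change of 1 there were 1429 higher and 366 lower genes, against 60 and 86 from noise. The 10 genes with the largest increases included the lipid-binding protein gene *far-1* (WBGene00001385, chromosome III, 9080371 to 9081179), with 53 UMIs in Wild Type and 800 in the mutants, a CPM ratio of 20.9 (15.8 to 28.1). *dig-1*, which encodes a very large matrix protein, was 14.6 times higher (11.0 to 19.7). The neuropeptide gene *flp-1* had 0 UMIs in Wild Type and 64 in the mutants, at least 29.5-fold higher against a floor of 3 counts, and it is a leading gene of a neuron-like cluster with 2 Wild Type and 61 mutant cells. The germ granule helicase gene *glh-1*, a paralog of *glh-2*, had 7 and 127 UMIs, a ratio of 25.11 (11.8 to 63.7). The RNA-binding protein gene *rbm-3.2* was at 8326 and 1453 CPM, and 5 of the 10 genes with the largest decreases encode ribosomal proteins, among them *rpl-29* at 867 and 156 CPM and *rps-28* at 972 and 212 CPM. *rpl-41.1* and *rpl-41.2*, also among them, are close copies that can share reads.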

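More genes were higher than lower in *spr-5; met-2* mutants, while cell cycle genes and genes of known repressor complexes went both ways. Among genes that differed by more than 0.25 on the log2 scale over all cells, 68.0% were higher in the mutants. The median log2 ratio of all 6839 genes was 0.27, itself past 0.25, so this share depends on the scaling. It also pools unlike sets of cells, as clusters with at most 2 Wild Type cells held 29.6% of mutant and 2.28% of Wild Type cells. Scaled by the median of ratios, which moves all log2 ratios by -0.17, 2939 genes were higher and 2192 lower, or 57.3% higher. Genes of the enzymes that methylate or demethylate histone H3 at lysines 4, 9 and 36 were at 2536 and 3017 CPM outside the germline-like cells, a ratio of 1.19 (1.12 to 1.26), or 1.06 (0.998 to 1.12) with the other scaling, and their median lay at percentile 67.8 of random lists. Among them the methyltransferase gene *met-1* had a ratio of 1.35 (1.17 to 1.55) and the demethylase gene *rbr-2* 1.89 (1.53 to 2.34). Genes of the DREAM, synMuv B and NuRD repressors had a summed ratio of 1.03 (0.983 to 1.08), or 0.914 (0.873 to 0.956) with the other scaling, with 7 genes higher and 10 lower, 3 intervals above 1 and 7 below, and a median log2 ratio of -0.13 at percentile 9.15 of random lists. The Mi-2 gene *let-418* was at 0.915 and the zinc finger gene *lin-13* at 2.11. The other chromatin genes named in the study, with *set-2* at 1.62 (1.30 to 2.02), had a summed ratio of 1.25 (1.17 to 1.34). The 36 cell cycle genes had a summed ratio of 0.862 (0.837 to 0.888), with 14 genes higher and 22 lower, 7 intervals above 1 and 14 below, and a median at percentile 7.40 of random lists. *cyb-3* was at 0.491 and *mcm-7* at 0.498.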

The larger number of up regulated genes compared to down regulated genes is consistent with SPR-5 and MET-2 acting as transcriptional repressors.

**Fig. 1.**
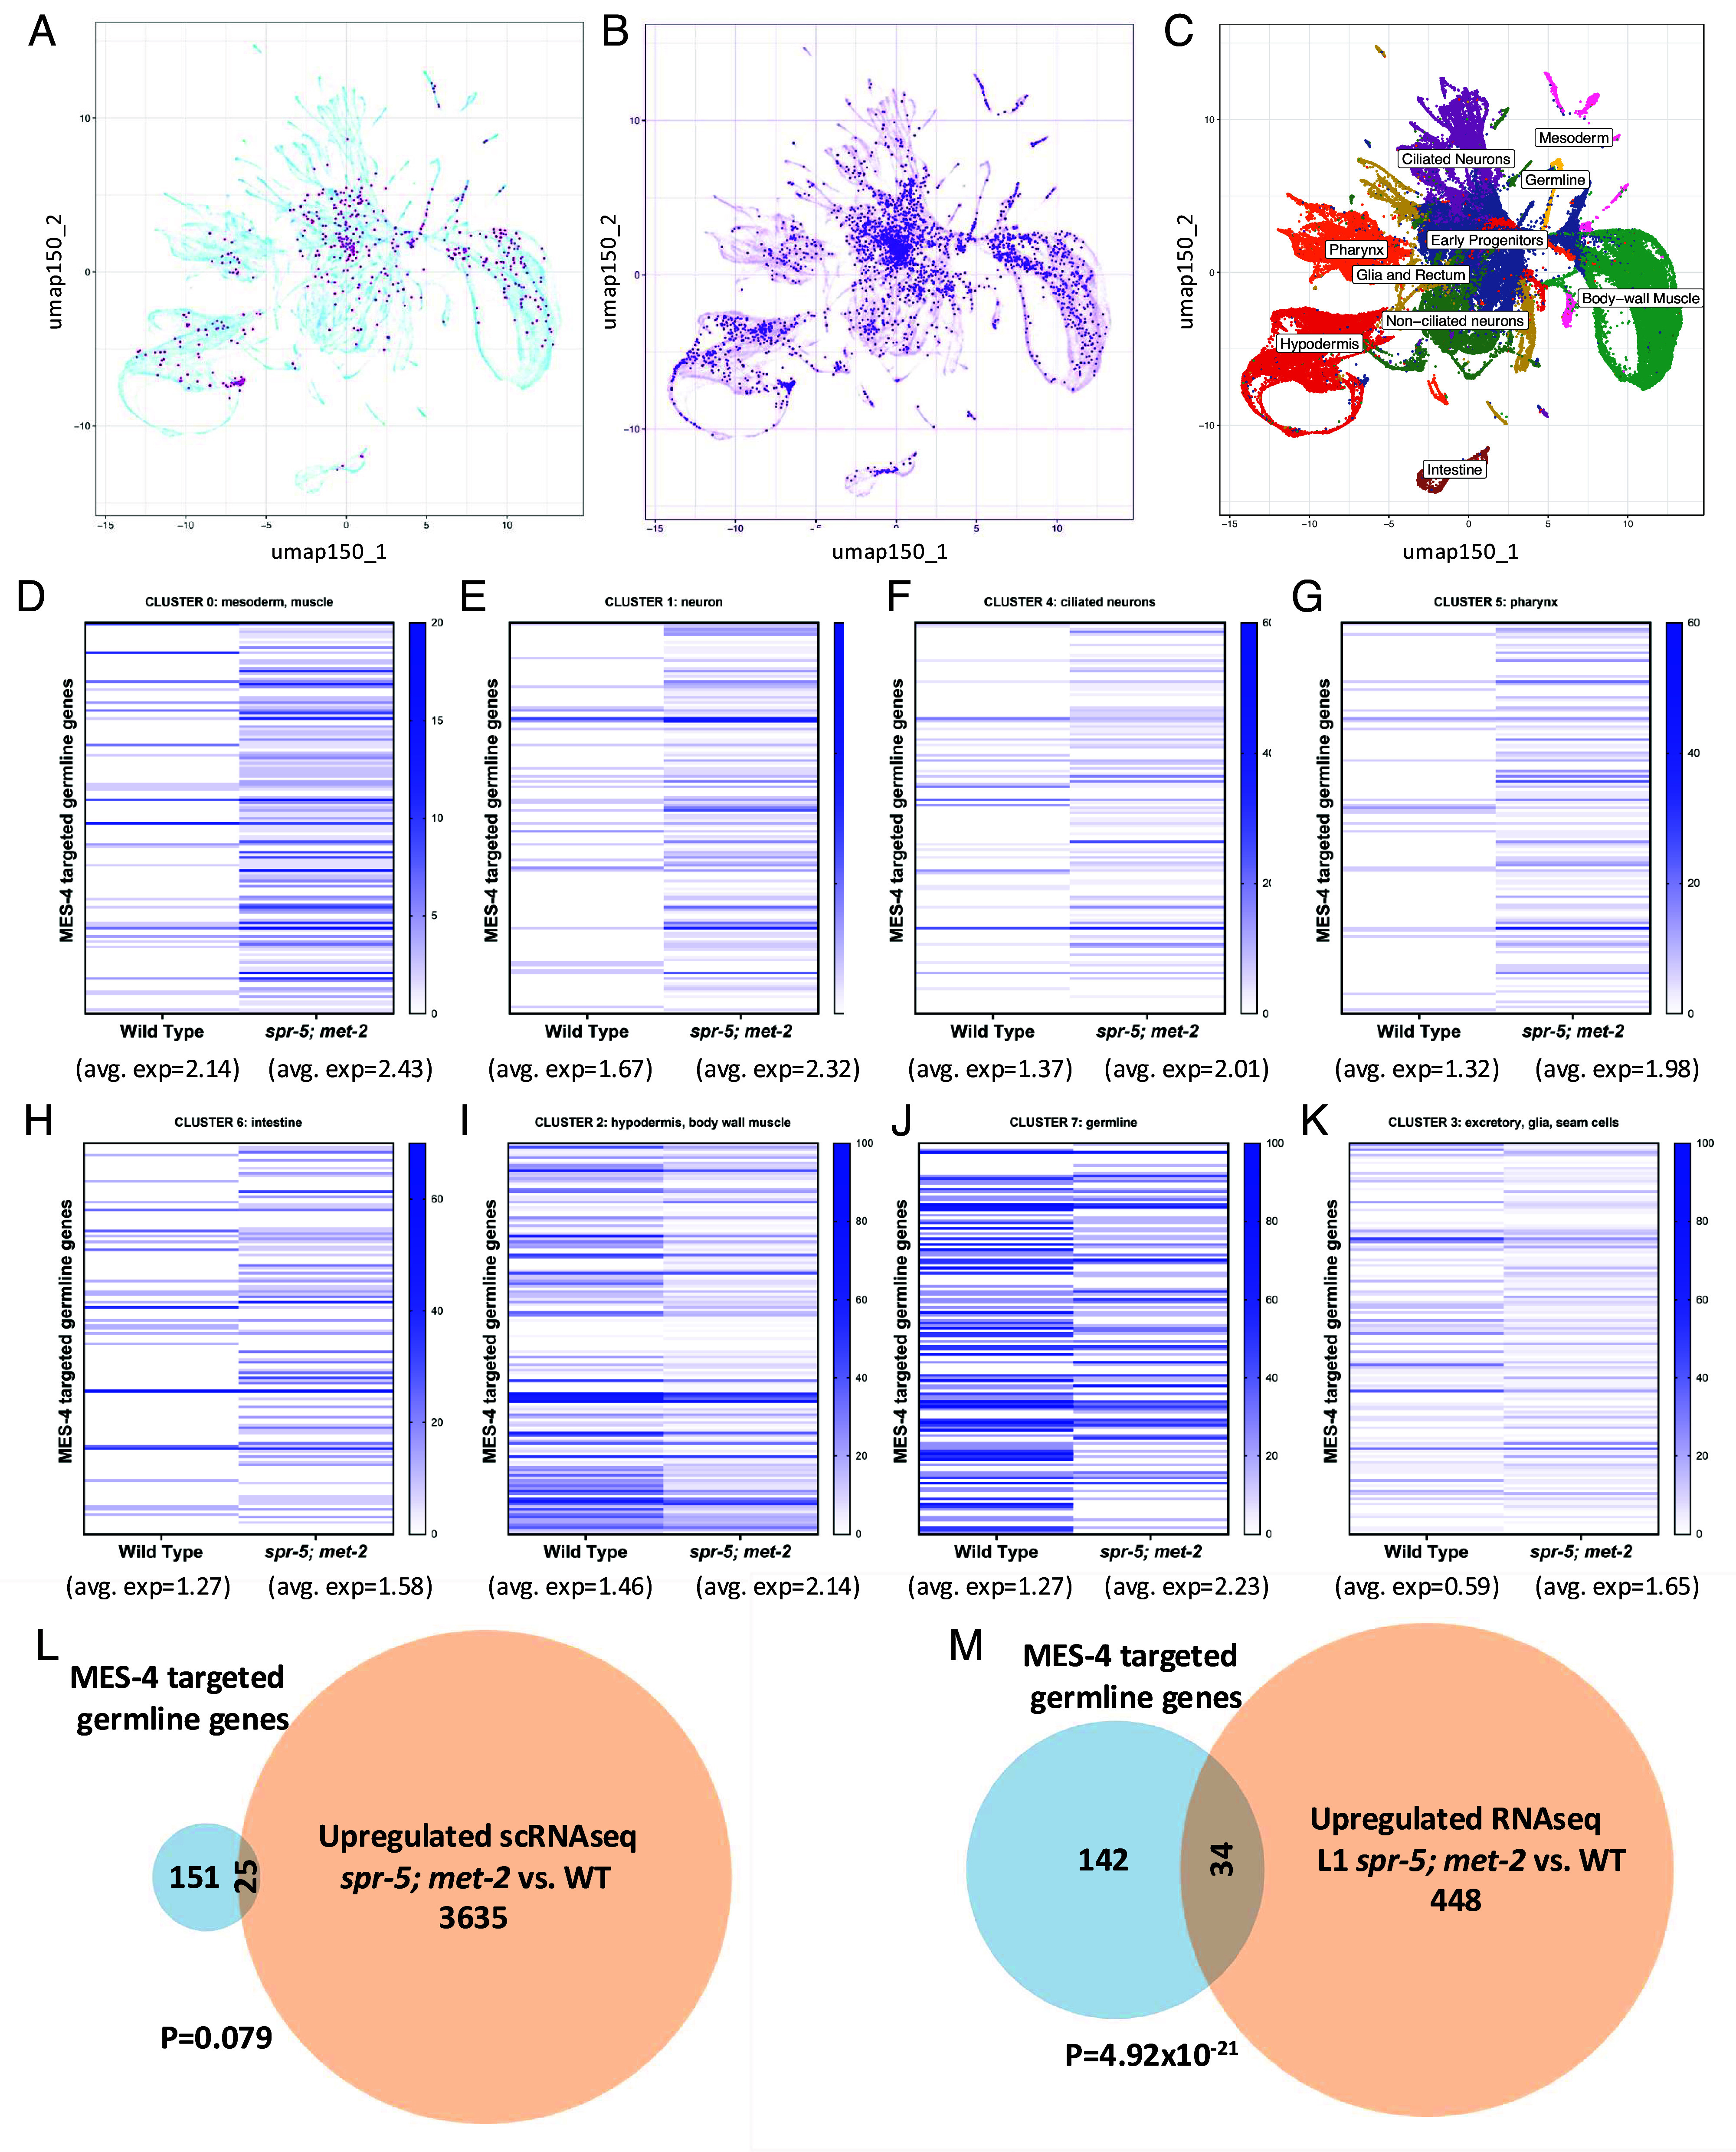
MES-4 targeted germline genes begin to be ectopically expressed during embryogenesis in *spr-5; met-2* mutants. (*A*–*C*) UMAP projection of all 219 Wild Type cells (N2) (*A*) and 686 *spr-5; met-2* mutant cells (*B*) from single-cell RNAseq integrated with the published (29) wild type (N2) single cell RNAseq data (purple dots show single-cell RNAseq compared to published data in lighter background). The cell type corresponding to each of the published single cell RNAseq clusters is shown in (*C*). (*D*–*K*) Heat maps corresponding to all 8 clusters obtained from unsupervised hierarchical clustering (from *SI Appendix*, Fig. S1*A*) showing the percentage of cells that express each of the 176 MES-4 targeted germline genes in Wild Type (N2) compared to *spr-5; met-2* mutants. The average gene expression for each cluster (shown below the cluster) represents the average of the normalized unique molecular identifier counts (corresponding to number of transcripts) across all 176 MES-4 targeted germline genes in any cell in which expression was detected. (*L* and *M*) Overlap between MES-4 targeted germline genes and total genes significantly upregulated in *spr-5; met-2* mutants in any of the 8 individual single-cell RNAseq clusters (*L*), or significantly upregulated in *spr-5; met-2* mutants at the L1 larval stage (*M*) from Carpenter et al. (17). Significance in (*L* and *M*) was determined by a hypergeometric test.

To investigate the single cell gene expression dataset further, we performed unsupervised hierarchical clustering of our stage-matched wild-type and *spr-5; met-2* mutant cells. Unsupervised clustering identified 8 individual clusters corresponding to major cell classes (germline, muscle, epidermis, etc) and these individual clusters are highly similar between wild-type and *spr-5; met-2* mutants (*SI Appendix*, Fig. S1 *A* and *B*). This confirms that cell type specific gene expression is not broadly changed overall in *spr-5; met-2* mutants compared to Wild Type.

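Wild Type and mutant cells that fell in the same cluster had more similar transcriptomes at the median than cells of different clusters, though the margin was small and 2 of 6 clusters in each direction matched another cluster better. In the 6 somatic clusters with at least 15 cells of each genotype, profiles were compared across 6839 genes as log2(CPM + 10), a scale with a pseudocount of 10 CPM. Spearman's rho between the genotypes within a cluster had a median of 0.740 and ranged from 0.674 to 0.780. Between different clusters it had a median of 0.668 and ranged from 0.540 to 0.773. Genes are not independent replicates, so these values carry no test. Cells of both genotypes were grouped together by likeness of expression, so a higher value within clusters is partly built in by the grouping. The body wall muscle-like cells of Wild Type matched those of the mutants at 0.742, and their best match among the other mutant clusters was 0.668. The pharynx-like cells matched at 0.674. In 4 of the 6 clusters the Wild Type profile was closest to the mutant profile of its own cluster. The Wild Type hypodermis-like and neuron-like profiles were closest to a mutant cluster that no marker list named, at 0.755 and 0.764 against 0.752 and 0.738 for their own clusters. From the mutant side 4 of 6 were also closest to their own cluster. The mutant pharynx-like profile was closest to the Wild Type neuron-like one and had a median of 0.736 with the other Wild Type clusters, and a cluster without a name had 0.728 with its own and a median of 0.755 with the others. In Wild Type these 2 clusters rest on 15 cells with a median of 1830 UMIs and 28 cells with a median of 1334. Profiles were not brought to 1 depth, so such mismatches can also reflect depth.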

To determine whether MES-4 targeted germline genes are ectopically expressed in different lineages, we also examined the gene expression (normalized unique identifier counts corresponding to number of transcripts) of all MES-4 targeted germline genes in each cluster. The average gene expression across all MES-4 targeted germline genes is higher in *spr-5; met-2* mutants compared to Wild Type (Fig. 1 *D*–*K*). 

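Germline genes listed by the study were higher in the somatic cells of the mutants as a group, while the mean over cells where they were detected followed the depth of the cells. The 25 genes of Dataset S1 that are higher in a somatic cluster made up 208 CPM (180 to 238) in 215 Wild Type cells outside the germline-like cluster and 1448 CPM (1361 to 1539) in 670 mutant cells. This is a ratio of 6.97 (5.99 to 8.14), from 203 and 1037 UMIs. The average used in Fig. 1 takes normalized counts in the cells where a gene was detected. Computed as ln(1 + 10000 × UMIs / UMIs of the cell), it was 1.02 in Wild Type and 2.26 in the mutants, a difference of 1.24. A detected gene had a single UMI in 86.0% of Wild Type and 89.6% of mutant cases, so the average follows the number of UMIs per cell. With every detected gene set to 1 UMI, the averages were 0.958 and 2.18. With 500 UMIs drawn from each cell, which leaves out 156 mutant cells, they were 3.04 and 3.08, and 1 UMI then stands at 3.04.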

We also determined the percentage of cells within each cluster that express each of the MES-4 targeted germline genes (Fig. 1 *D*–*K*). In 5 of the 7 somatic clusters (clusters 0,1,4,5,6) there is a large increase in the percentage of cells within the cluster that express MES-4 targeted germline genes (Fig. 1 *D*–*H*). 

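Germline genes were seen in a larger share of the mutant somatic cells, in neuron-like and pharynx-like cells among others. Over the 25 genes of Dataset S1 and all somatic cells, 3.05% of gene and cell pairs had a UMI in Wild Type (2.61 to 3.55, exact binomial interval) and 5.45% in the mutants (5.11 to 5.81), although the mutant cells had fewer UMIs. After 500 UMIs were drawn per cell the shares were 0.316% (0.184 to 0.506) and 2.63% (2.36 to 2.92). Of the 6 somatic clusters with at least 15 cells of each genotype, 5 had the higher share in the mutants as counted and 6 after drawing. In the neuron-like cells the share was 2.58% in Wild Type and 5.68% in the mutants, and in the pharynx-like cells 0.267% and 5.32%. Free RNA in the droplets also gives UMIs, and an upper limit of its level can be read from muscle genes in cells that are not muscle. Body wall muscle markers had a UMI in 20.1% of pairs in Wild Type neuron-like, ciliated neuron-like and hypodermis-like cells (median 3673 UMIs) and in 12.9% in the mutants (672.5 UMIs), or 3.49% and 7.74% after drawing, with 58 mutant cells left out. In the same cells the 25 genes had a UMI in 4.95% of pairs in Wild Type and 4.90% in the mutants, or 0.317% and 2.72% after drawing. Mutant barcodes with at most 200 UMIs, taken as free RNA, held 9055 CPM of the muscle markers and 1460 CPM of the 25 genes. Shares of the 2 lists are therefore not on 1 scale, and a share alone does not tell expression from free RNA.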

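The genes of a germ granule helicase, an Argonaute and a germline anillin were among those higher in the mutant soma. All 25 genes of Dataset S1 had a higher CPM in mutant than in Wild Type somatic cells, and for 22 the counting interval of the ratio lay above 1. Their median log2 ratio was 1.97, above all of 10000 random lists of genes with like expression. The study chose these genes as higher in these same libraries, so neither the counts nor this rank is independent evidence. *glh-2* (WBGene00001599, chromosome I, 6513928 to 6517507), a germ granule helicase, had 6 UMIs in Wild Type and 77 in the mutants, a ratio of 17.5 (7.69 to 49.2). The Argonaute gene *wago-1* (WBGene00011061, chromosome I, 7235384 to 7238792) had 8 and 66 UMIs, a ratio of 11.3 (5.39 to 27.1). *ani-2*, which encodes a germline anillin (WBGene00019608, chromosome II, 6361159 to 6365367), had 1 and 54 UMIs, a ratio of 73.7 (12.7 to 2963). *T08G11.1* was the most abundant gene of the list, with 42 and 197 UMIs and a ratio of 6.40 (4.57 to 9.16). The RNA-dependent RNA polymerase gene *ego-1* had 3 and 30 UMIs, a ratio of 13.6 (4.24 to 69.9). The intervals of *C04E6.11*, *exo-1* and *glh-4* included 1, with ratios of 1.90 (0.993 to 3.69), 1.44 (0.703 to 2.98) and 2.12 (0.856 to 5.56).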

Consistent with this, 25 of the 176 examined MES-4 targeted germline genes are significantly ectopically expressed in one of the 7 somatic clusters (Fig. 1*L* and Dataset S1). Together these results suggest that MES-4 targeted germline genes begin to be widely expressed in many somatic lineages in the embryo.

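Muscle-like, skin-like, neuron-like and pharynx-like cells of the mutants all had more germline transcripts than the Wild Type cells of the same clusters. In body wall muscle-like cells the 25 genes of Dataset S1 were at 172 CPM in Wild Type and 1116 in the mutants, a ratio of 6.50 (3.80 to 11.8). In hypodermis-like cells they were at 195 and 1290 CPM, a ratio of 6.63 (4.84 to 9.101). Neuron-like cells had a ratio of 5.26 (3.17 to 9.00). Pharynx-like cells were at 33.2 CPM, from 1 UMI, and 1619 CPM, a ratio of 48.8 (8.58 to 1942). Across these and 2 clusters without a name, the mutant level ran from 1116 to 1759 CPM. Clusters with few Wild Type cells can be read in the mutants alone, where intestine-like cells were at 1832 CPM, ciliated neuron-like cells at 1572 CPM and a second hypodermis-like cluster at 1004 CPM, with a ratio there of 3.17 (0.808 to 27.3). A cluster of mutant cells alone with muscle markers was at 994 CPM. Mutant barcodes with at most 200 UMIs, taken as free RNA, had 1460 CPM of the same genes. Measured against muscle markers, mutant neuron-like, ciliated neuron-like and hypodermis-like cells held 2.61 times (2.24 to 3.03) as many of these UMIs as the free RNA, while such Wild Type cells held 0.923 times as many (0.720 to 1.17). From the higher average, the larger shares of cells and the ectopically expressed genes, the paper proposes that cells of many somatic lineages start to express MES-4 targets in the embryo.

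**Figure D1:**
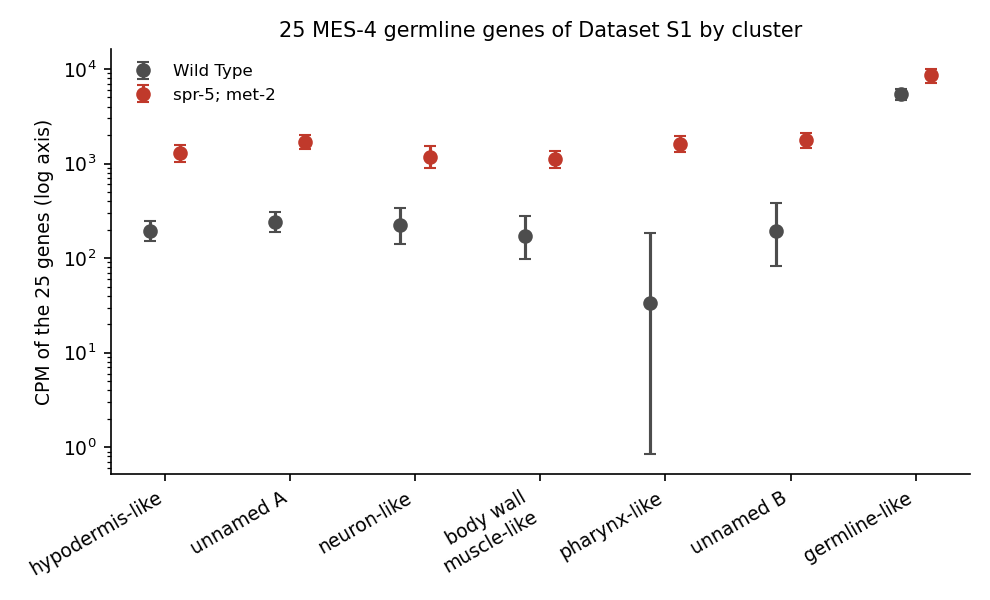
CPM of the 25 genes of Dataset S1, on a log axis, in each cluster with at least 15 cells of each genotype and in the germline-like cluster, for Wild Type (grey) and *spr-5; met-2* mutants (red). Points are sums over the cells of 1 library and bars are 95% Poisson intervals; in the 6 somatic clusters the mutant points lie between 1116 and 1759 CPM and the Wild Type points between 33.2 and 242 CPM.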

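Skin-like cells and muscle-like cells, which fell in separate clusters here, differed in how often germline genes were detected, and so did their depth. Over the 25 genes of Dataset S1, hypodermis-like cells had a UMI in 8.00% of gene and cell pairs in Wild Type and 6.15% in *spr-5; met-2* mutants. These cells differed in depth more than the other somatic clusters with at least 15 cells of each genotype, with a median of 7154.5 UMIs in Wild Type and 980.5 in the mutants. After 500 UMIs were drawn from each cell the shares were 0.286% and 2.29%. In body wall muscle-like cells, with medians of 1482 and 873 UMIs, the shares were 1.18% and 4.24% as counted and 0.392% and 1.71% after drawing. The germline-like cluster held 4 Wild Type cells with a median of 4871.5 UMIs and 16 mutant cells with 739.5. There the 16 genes that Dataset S1 lists as lower had a UMI in 73.4% of pairs in Wild Type and 15.2% in the mutants as counted. After drawing, with 6 mutant cells left out, the shares were 17.2% (8.90 to 28.7) and 6.25% (3.04 to 11.2), intervals that overlap. The 25 genes were detected in 61.0% and 19.3% of germline-like pairs as counted, and in 12.0% and 9.60% after drawing.

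**Figure D2:**
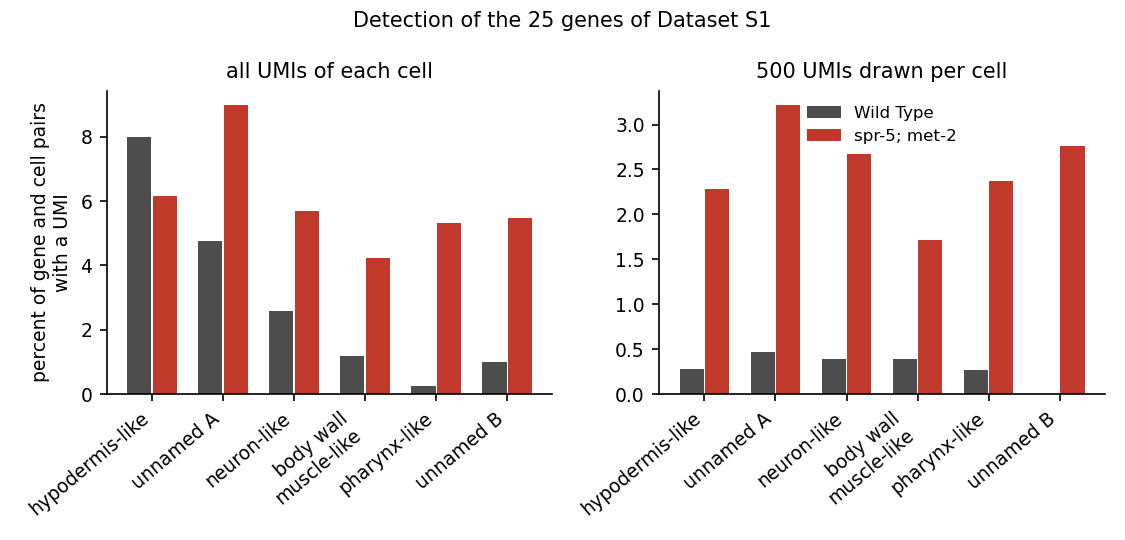
Percent of gene and cell pairs with a UMI for the 25 genes of Dataset S1 in 6 somatic clusters, as counted (left) and with 500 UMIs drawn per cell (right), for Wild Type (grey) and *spr-5; met-2* mutants (red). Hypodermis-like cells are the 1 cluster with a lower share in the mutants as counted, and no cluster has one after drawing.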

Despite the ectopic expression of MES-4 targeted germline genes in *spr-5; met-2* mutants overall, in the germline cluster (cluster 7) as well as the hypodermis and body wall muscle cluster (cluster 2) the percentage of cells within the cluster that express MES-4 targeted germline genes decreases in *spr-5; met-2* compared to Wild Type (Fig. 1 *I* and *J*). Consistent with this decrease in the percentage of cells expressing MES-4 targeted genes in the germline, there are only 20 MES-4 targeted germline genes significantly decreased in any cluster and 16 of them are in cells within the germline cluster (cluster 7) (Dataset S1). However, the decrease in the percentage of cells expressing MES-4 targeted genes in clusters 7 and 2 occurs despite there still being an increase in the average gene expression of the MES-4 targeted germline genes in these clusters (Fig. 1 *I* and *J*), as there is in all clusters (Fig. 1 *D*–*K*). 

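Of the 16 genes that Dataset S1 lists as lower in the germline cluster, *nos-2* and *deps-1* were lower in the germline-like cells of the mutants by more than counting error. With all cells counted, the intervals of the others included a ratio of 1. Together the 16 genes summed to 5287 CPM (4562 to 6094) in Wild Type and 2716 CPM (1966 to 3659) in the mutants, a ratio of 0.514 (0.360 to 0.719), from 190 and 43 UMIs. By point value 12 of the 16 were lower, and 2 had an interval below 1. *nos-2* (WBGene00003784, chromosome II, 7065618 to 7067051), a Nanos gene of primordial germ cells, had 55 and 6 UMIs, a ratio of 0.248 (0.0871 to 0.574). The germ granule gene *deps-1* (WBGene00022034, chromosome I, 506473 to 509056) had 31 and 2 UMIs, a ratio of 0.146 (0.0170 to 0.576). The median log2 ratio of the 16 genes, -0.38, lay at percentile 6.83 of random lists of like expression. A single Wild Type barcode held most of the germline-like UMIs of its library, 23194 of 35940. Without it the ratio was 0.255, with *nos-2* at 0.131 (0.0450 to 0.312) and *deps-1* at 0.0767 (0.00872 to 0.314). Then *Y48G1A.2*, at 0.115 (0.0127 to 0.501), and *Y47G6A.25*, at 0.293 (0.0680 to 0.988), also had intervals below 1. In somatic cells the same 16 genes were higher in the mutants, at 23.5 and 222 CPM, a ratio of 9.43 (6.07 to 15.3).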

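Whether the somatically ectopic genes differed in sum in the germline-like cells depends on 1 large Wild Type barcode, and single genes were higher and lower. The 25 genes of Dataset S1 were at 5370 CPM in 4 Wild Type cells and 8528 CPM in 16 mutant cells, a ratio of 1.59 (1.26 to 1.99), and 1 of the 4 cells holds most of the Wild Type UMIs. Without that barcode the ratio was 0.988 (0.762 to 1.28). The gene *wago-1* had 14 and 16 UMIs there, a ratio of 2.595 (1.19 to 5.74), or 1.29 (0.550 to 3.18) without the barcode, and *T08G11.1* 6 and 16 UMIs, a ratio of 6.05 (2.25 to 18.9), or 6.44 (1.51 to 57.7) without it. In contrast, *T05B9.1* had 41 UMIs in Wild Type and 1 in the mutants, a ratio of 0.0554 (0.00137 to 0.326), or 0.0322 (0.000784 to 0.197) without the barcode, and in somatic cells it was 14.8 times higher in the mutants (6.44 to 41.8). The average normalized value where detected was 1.49 and 2.58 for the 25 genes as counted, and 3.24 and 3.17 after 500 UMIs were drawn per cell.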

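Other groups of germline genes had higher summed levels in the germline-like cells of *spr-5; met-2* mutants as counted, but not beyond counting error once the largest Wild Type barcode was left out. Germ granule genes summed to 1475 CPM in Wild Type and 3474 CPM in the mutants, a ratio of 2.36 (1.59 to 3.50), or 1.58 (0.986 to 2.59) over the 3 Wild Type cells without that barcode. Among them *car-1* had 1 and 7 UMIs, a ratio of 15.9 (2.04 to 716), and *cgh-1* had 17 and 4, a ratio of 0.534 (0.131 to 1.64), an interval that includes 1, or 0.268 (0.0631 to 0.886) without the barcode. Genes of meiosis had a ratio of 2.38 (1.52 to 3.72), or 1.42 (0.848 to 2.42) without it, and genes of small RNA pathways 1.76 (1.23 to 2.51), or 1.01 (0.677 to 1.52). As counted, their medians lay at percentiles 93.6 and 83.1 of random lists. Those of germ granule genes and of genes with maternally loaded mRNA lay at 97.9 and 99.985. Genes with maternally loaded mRNA had a ratio of 2.06 (1.66 to 2.55), with 10 intervals above 1 and 1 below, or 1.14 (0.893 to 1.45) without the barcode. Some members of these lists, such as *glh-1* and *cey-3*, are also markers that named the cluster. It held 1.83% of Wild Type cells (0.500 to 4.61) and 2.33% of mutant cells (1.34 to 3.76), shares that rest on those markers.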

Overall, the decrease in the expression of some MES-4 targeted germline genes in the germline cluster (cluster 7) is consistent with the possibility that many MES-4 germline genes fail to activate in the germline of *spr-5; met-2* mutants. It is not clear why MES-4 targeted germline genes are also expressed in fewer cells within cluster 2, but this effect appears to be driven by a higher percentage of these cells expressing MES-4 germline genes in Wild Type. In the excretory, glia, and seam somatic cell cluster (cluster 3), the percentage of cells within the cluster that express MES-4 targeted germline genes is unchanged between Wild Type and *spr-5; met-2* mutants (Fig. 1*K*). This raises the possibility that cells of this lineage may be resistant to the ectopic expression of MES-4 targeted germline genes, though it is possible that the lack of ectopic expression of MES-4 targeted germline genes in cluster 3 is simply due to low coverage in the scRNAseq dataset.

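Few transcripts of any germline gene were captured per somatic cell. Among the 25 genes of Dataset S1, the gene with the fewest UMIs in mutant somatic cells was *W05F2.6*, with 7 UMIs over 670 cells and 1 in Wild Type, and the interval of its ratio ran from 1.23 to 430.5. *tofu-4*, a gene of the small RNA pathway of the germline, had 2 and 14 UMIs, a ratio of 9.55 (2.19 to 86.6). The transcription factor gene *lsl-1* had 6 UMIs in all Wild Type cells and 4 in all mutant cells, a ratio of 0.92 (0.19 to 3.89), so no change of *lsl-1* was detectable at this depth.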

Single cell RNAseq is vulnerable to missing low levels of ectopic expression due to low numbers of RNAs in each cell. Therefore, to determine whether other MES-4 targeted genes that were not identified in the single cell RNAseq may also be ectopically expressed in *spr-5; met-2* mutants, we performed quantitative RT-PCR on 5 of the MES-4 targeted germline genes that were not significantly misexpressed in our single-cell dataset but were found to be significantly misexpressed at the L1 stage in *spr-5; met-2* mutants in our previous work (17). 

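All 5 genes chosen for RT-PCR were higher in the somatic cells of the mutants by point value, and for 4 of them the counting interval lay above 1. Together *htp-1*, *rmh-1*, *ftr-1*, *fbxa-101* and *cpb-1* had 18.4 CPM (10.9 to 29.1) in Wild Type and 124 CPM (99.8 to 153) in the mutants, a ratio of 6.75 (4.03 to 11.9). *htp-1* (WBGene00002032, chromosome IV, 5390189 to 5391557), a protein of meiotic chromosome axes, had 2 UMIs in Wild Type and 16 in the mutants, a ratio of 10.9 (2.57 to 97.9). The gene *rmh-1* had 0 and 19 UMIs, at least 8.64-fold higher against a floor of 3 counts. Both *ftr-1*, with 5 and 17 UMIs and a ratio of 4.64 (1.64 to 16.08), and *fbxa-101*, with 11 and 35 UMIs and a ratio of 4.34 (2.16 to 9.48), had intervals above 1. *cpb-1* had 0 and 2 UMIs, below the floor, and no fold is given. The median log2 ratio of the 5 genes was 1.42, at percentile 99.2 of random lists. In mutant somatic cells a gene of the 5 had a UMI in 2.54% of pairs, against 1.58% in Wild Type, or 1.21% and 0.279% after 500 UMIs were drawn.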

We found that 4 out of the 5 genes tested were significantly upregulated in 100-200 cell stage embryos with an average fold change of 3.5 (*SI Appendix*, Fig. S1*C*). Consistent with these results, we previously found by single molecule RNA fluorescence in situ hybridization that one of these genes, *htp-1,* is widely ectopically expressed in the somatic cells of the embryo (17). Finally, we also compared the ectopic expression of MES-4 targeted germline genes in our single-cell RNAseq dataset to our previously published *spr-5; met-2* RNAseq performed at the L1 larval stage. In contrast to our single cell dataset, where only 25 MES-4 targeted germline genes are significantly upregulated each only in a single cluster, in our previous L1 RNAseq dataset there were 34 MES-4 targeted genes that were significantly upregulated across the entire L1 larvae (Fig. 1*M*). This raised the possibility that MES-4 targeted germline genes may be increasingly ectopically expressed in larvae compared to embryos. 

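Genes of Dataset S1 were higher in several kinds of somatic cells at once, when read by their level and not by a test. Of the 25 genes, 12 had a higher level in the mutants in all 6 somatic clusters that held at least 15 cells of each genotype, and 19 in at least 5. *glh-2*, *wago-1*, *ani-2*, *nxf-2* and *tcc-1* were among the 12, while *W05F2.6*, *T07C4.3* and *C04E6.11* were higher in 3. Single clusters hold few UMIs of a gene, so this counts directions and not calls. The study chose the 25 genes as higher in these same libraries. At the upper share read from muscle markers, free RNA would give 503 CPM of them in mutant somatic cells. Wild Type levels in the 6 clusters were 33.2 to 242 CPM, so directions alone do not tell expression in a cluster from free RNA. The 8 genes followed by RT-PCR across development were picked by the study for their significance in these same libraries. They summed to 50.1 and 522 CPM in somatic cells, a ratio of 10.4 (7.72 to 14.3), which is not independent evidence. For 7 of the 8 the counting interval lay above 1. Of these, the export factor gene *nxf-2* had 7 and 45 UMIs, a ratio of 8.77 (3.93 to 23.1), and the lectin gene *clec-91* had 9 and 23, a ratio of 3.49 (1.55 to 8.56).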

To directly test this possibility, we performed quantitative RT-PCR on 8 of the significantly misregulated MES-4 targeted germline genes across development in *spr-5; met-2* mutants; at the 200-cell embryo stage, the comma stage of embryonic development and at the L1 larval stage. We found that the ectopic expression levels of these genes was highly variable, with some MES-4 targeted genes unchanged and some increasing across development, while others decreased across development and some that either increased then decreased, or decreased then increased across development (*SI Appendix*, Fig. S1*D*). This suggests that even if MES-4 targeted genes are becoming more consistently expressed in a wider number of cells across development, the overall levels of ectopic expression in the soma are not consistently increasing. Overall, our single cell RNAseq data suggest that inappropriate chromatin inherited from the previous generation in *spr-5; met-2* mutants is permissive for facilitating ectopic expression beginning widely during embryonic stages.

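Germline genes beyond those listed in Dataset S1 were also higher in mutant somatic cells, though not all groups alike. Lists of known germline genes were set without regard to these libraries. Genes with maternally loaded mRNA summed to 207 CPM in Wild Type and 811 in the mutants, a ratio of 3.92 (3.34 to 4.63), and their median log2 ratio was at percentile 99.9 of random lists. Among them the zinc finger gene *mex-5* had 4 and 56 UMIs, a ratio of 19.1 (7.06 to 72.5), and the cold shock gene *cey-3* had 0 and 36, at least 16.37-fold higher. Genes of meiosis had a ratio of 2.28 (1.92 to 2.72), at percentile 99.1. The cohesin gene *rec-8* was higher, with 3 and 41 UMIs and a ratio of 18.7 (5.95 to 94.1), and the recombinase gene *rad-51* was lower, with 76 and 16 UMIs and a ratio of 0.287 (0.156 to 0.497). Small RNA genes had a ratio of 2.11 (1.89 to 2.35). The 15 germ granule genes had a ratio of 1.83 (1.59 to 2.11), with 10 genes higher and 5 lower, 5 intervals above 1 and 0 below. Their median log2 ratio of 0.21 lay at percentile 26.7. Part of the higher sum comes from *glh-1*, with a ratio of 26.4 (11.8 to 73.4), while *car-1* had a ratio of 0.929. Genes of yolk and sperm, which are made after embryogenesis, had 17 and 16 UMIs in all.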

To determine whether the ectopic expression of germline genes in *spr-5; met-2* mutant embryos causes the ectopic production of germline proteins, we performed two experiments. First, we examined the ectopic production of the germline transcription factor LSL-1 using a GFP-tagged LSL-1 transgenic strain in *spr-5; met-2* mutants. At the 500-cell stage, LSL-1 protein is confined to the two germline blastomeres Z2 and Z3, as it is in Wild Type (*SI Appendix*, Fig. S2 *A*–*F*). But by the two-fold stage of embryogenesis, we detect ectopic LSL-1 protein in the soma of *spr-5; met-2* mutants (*SI Appendix*, Fig. S2 *G*–*L*). Second, we performed immunofluorescence with the OIC1D4 antibody that recognizes P granules. Compared to Wild Type 200-cell and comma stage embryos where P granules are confined to the two germline blastomeres Z2 and Z3 (*SI Appendix*, Fig. S3 *A*–*F*), we find ectopic P granules in *spr-5; met-2* mutants (*SI Appendix*, Fig. S3 *G*–*L*). Overall, these data confirm that the ectopic expression of germline genes in the soma of *spr-5; met-2* embryos results in the ectopic production of germline proteins there.

### *spr-5; met-2* Mutants Have a Delay in the Specification of the Germline, but No Defects in Somatic Embryonic Development.

To determine whether cell lineage specification is altered in *spr-5; met-2* mutants, we took advantage of the invariant embryonic lineage in *C. elegans*. By performing automated lineage tracing (30), we tracked the number of cell divisions, timing of cell divisions, cell position, and cell migration for all embryonic cells from the 2-cell stage through the 200-cell stage (~170 min) in 10 *spr-5; met-2* mutant embryos, and an additional 8 embryos through the 350-cell stage (~250 min) (Datasets S1 and S2). Surprisingly, we found no major defects in any somatic lineages deriving from either the AB or P1 blastomeres through the 200-cell stage and only a few significant defects through the 350-cell stage (Fig. 2 *A*–*C* and Datasets S2 and S3). The cell division of the pharyngeal intestinal valve cell MSaaapp occurs significantly earlier in *spr-5; met-2* mutants compared to Wild Type (Fig. 2 *A*–*C* and *SI Appendix*, Fig. S4 *A* and *B*). In addition, we observe modest delays in the myo-epidermal C lineage and intestinal E lineage in *spr-5; met-2* mutants compared to Wild Type. These defects are less severe than defects seen in mutants for transcription factors involved in fate specification (31–33) and only a few of these cells are significantly delayed (Fig. 2*C*). Furthermore, the division times of the myo-epidermal C lineage and intestinal E lineage are typically more variable than others even in Wild Type animals (33). Despite the slight lineage defects that we observe in *spr-5; met-2* mutants, all embryonic cells are present in the correct place through the 350-cell stage (Fig. 2 *D* and *E* and Movie S1 *A* and *B*). Overall, these data suggest that somatic development is almost completely normal in *spr-5; met-2* mutant embryos.

**Fig. 2.**
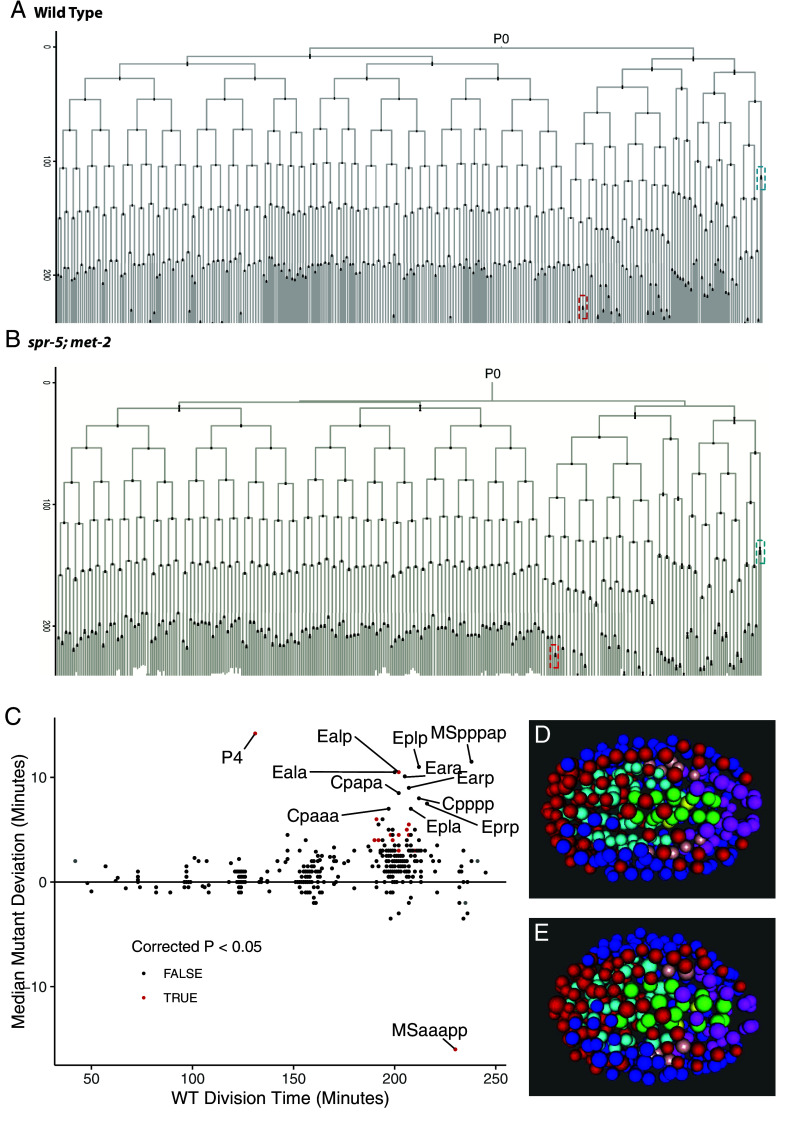
Comparison of the embryonic cell lineage in *spr-5; met-2* versus Wild Type. Wild Type (N2) (*A*) and *spr-5; met-2* (*B*) embryonic lineages through the 350-cell stage. The error bars indicate the SEM from 22 Wild Type (N2) and 8 *spr-5; met-2* lineages. The Y axis indicates minutes. The red dashed boxes indicate the earlier MSaaapp cell division and the blue dashed boxes indicate the later P4 cell division in *spr-5; met-2* compared to Wild Type (N2) (See *SI Appendix*, Fig. S4 for detail). (*C*) Plot of the median deviation in minutes of each cell in *spr-5; met-2* (N = 18) compared to Wild Type (N2) (N = 32) from all lineages collected through the 200 and 350 cell stages. Cells that significantly deviate from Wild Type (N2) (Bonferroni-corrected *P* < 0.05; 2 sample *t* test, unequal variance) are indicated in red (Datasets S1 and S2). (*D* and *E*) Average projection of Wild Type (N2) (*D*) and *spr-5; met-2* (*E*) embryos at the 350-cell stage (taken from Movie S1) indicating that all cells are in the correct position. Cells from major lineages are colored as Red:ABa, Blue:ABp, Cyan:MS, Green:E, Purple:C, Pink:D, and Yellow:P4.

In contrast, we identified a consistent delay in the germline lineage, with the germline blastomere P4 dividing to give rise to the two primordial germ cells, Z2 and Z3, significantly later in *spr-5; met-2* mutants compared to Wild Type (Fig. 2 *A*–*C* and *SI Appendix*, Fig. S4 *C* and *D*). The delay in the cell division of the germline blastomere P4 occurs despite there being no delay in the cell D, the somatic sister of P4 (*SI Appendix*, Fig. S4*D*). The P4 delay correlates with the failure to fully express MES-4 targeted germline genes in the germline cluster (cluster 7) (Fig. 1*J*), raising the possibility that the delayed division of P4 could be due to the failure to properly activate germline transcription.

### *spr-5; met-2* Mutants Have a Severe Defect in Chemotaxis Toward OP50 Bacteria.

While maintaining *spr-5; met-2* mutants and performing these experiments, we noticed that *spr-5; met-2* mutants fail to preferentially move toward the OP50 *Escherichia coli* food source. To quantify this behavior defect, we performed a chemotaxis assay and calculated the chemotaxis index (CI). A chemotaxis index of 1.0 indicates that all of the worms are located in the quadrants with the OP50 *E. coli* food source, while a chemotaxis index of 0.0 indicates that the worms are randomly distributed throughout the experimental plate. Compared to Wild Type worms which have a chemotaxis index of 0.9 (Movie S2*A*), *spr-5* and *met-2* single mutants have a small but significant defect in chemotaxis, with chemotaxis indices of ~0.7. In contrast, *spr-5; met-2* mutants have a severe chemotaxis index defect of 0.2, confirming the synergistic interaction between *spr-5* and *met-2* (Fig. 3*A* and Movie S2*B*). The chemotaxis defect of *spr-5; met-2* mutants is not specific to OP50, as we also detect a significant chemotaxis defect when benzaldehyde or diacetyl is used as the odorant (*SI Appendix*, Fig. S5).

**Fig. 3.**
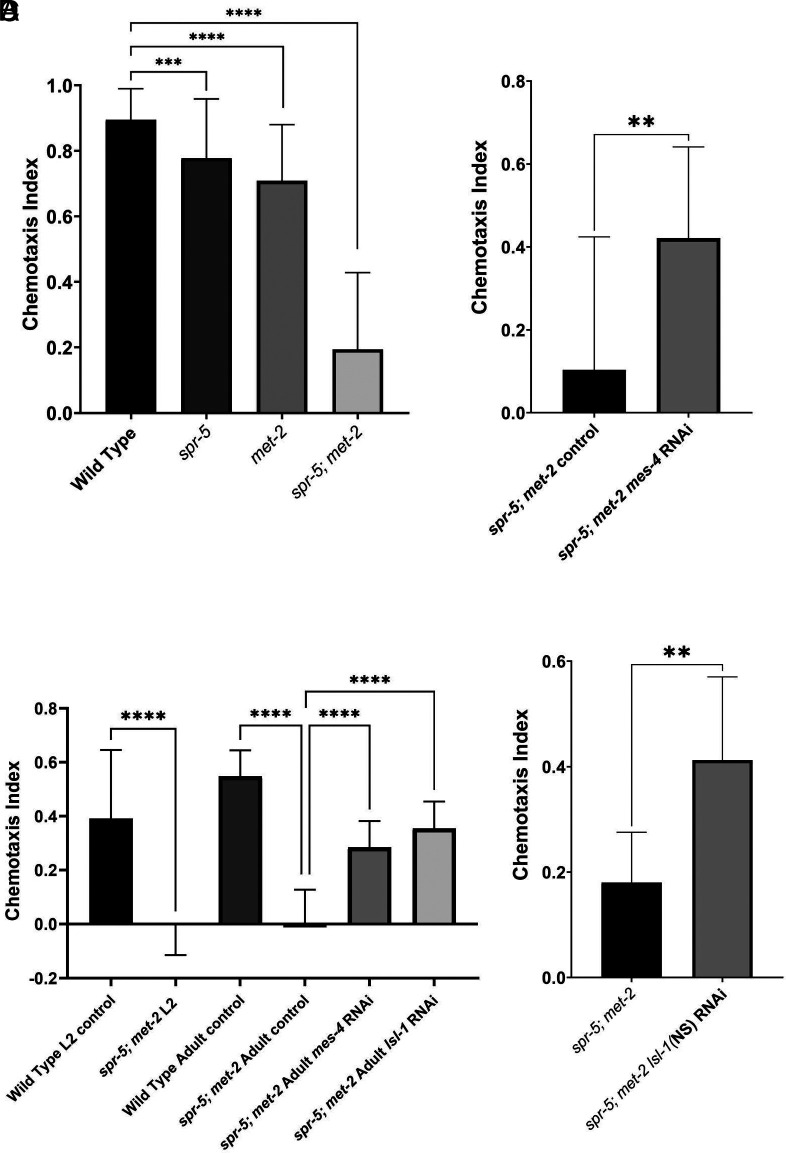
Blocking the ectopic transcription of MES-4 targeted germline genes in L2 *spr-5; met-2* mutants that already have a chemotaxis defect restores normal chemotaxis. (*A*) The chemotaxis index of Wild Type (N2) (N = 1,450 worms from 36 assays) (Movie S2*A*), *spr-5* (N = 2,352 from 55), *met-2* (N = 1,751 from 51), and *spr-5; met-2* (N = 443 from 19) adults. (*B*) The chemotaxis index of *spr-5; met-2* mutant adults is rescued when *spr-5; met-2* mutants are developed in the presence of *mes-4* RNAi (N = 603 from 15) compared to control (L4440) RNAi (N = 287 from 14). (*C*) The chemotaxis index of L2 Wild Type (N2) (N = 681 from 23), L2 *spr-5; met-2* double mutants (N = 2,950 from 37) is rescued by shifting on to *mes-4* (N = 763 from 12) (Movie S2*C*) or *lsl-1* (N = 776 from 14) RNAi (Movie S2*E*) at the L2 stage and then assaying chemotaxis in the resulting adults. These resulting adults, which are the same worms that previously had a chemotaxis defect at the L2 stage, are rescued to levels that are similar to Wild Type (N2) (N = 1,003 from 9) (Movie S2*D*) under these conditions. In contrast, control (L4440) RNAi does not rescue (N = 603 from 14) (Movie S2*B*). Worms were assayed as adults ~5 d after initiating RNAi at the L2 stage. (*D*) The chemotaxis index of *spr-5; met-2* double mutants (N = 590 from 6) is rescued by *lsl-1* RNAi driven by a pan-neuronal promoter [*lsl-1*(*NS*)] (N = 1,018 from 21). The chemotaxis in *B*–*D* was performed with OP50 bacteria after carrying out RNAi using HT115 bacteria. The error bars represent the SEM. Significance was calculated in (*A*–*D*) by the unpaired *t* test. **** ≤0.0001, *** ≤0.001, ** ≤0.01. The raw data are included as Dataset S4.

The *spr-5; met-2* chemotaxis defect is observed at both the L2 larvae and adult stages compared to Wild Type controls (Fig. 3). As has previously been described, the chemotaxis index of L2 Wild Type animals is slightly lower than adult animals (Fig. 3) (34). To determine whether the *spr-5; met-2* chemotaxis defect could be due to a lack of motility, we also tracked the total distance covered during the 1 h chemotaxis assay and the distance covered from minute 2 to 6 of the chemotaxis assay, before Wild Type reaches the food. Neither of these distances moved was significantly different between Wild Type and *spr-5; met-2*, suggesting that the chemotaxis defect is not simply due to a lack of motility (*SI Appendix*, Fig. S6). Taken together, these results demonstrate that *spr-5; met-2* chemotaxis mutants fail to preferentially move toward the OP50 *E. coli* food source, despite embryonic development being almost completely normal in these mutants.

### The *spr-5; met-2* Chemotaxis Defect is Dependent Upon the Ectopic Expression of MES-4 Targeted Germline Genes.

Previously we demonstrated that a severe larval (L1/L2 stage) developmental delay also observed in *spr-5; met-2* mutants can be rescued by knockdown of the H3K36 methyltransferase MES-4 (17). This suggested that the developmental delay is dependent upon the ectopic expression of MES-4 targeted germline genes. To determine whether the chemotaxis defect of *spr-5; met-2* mutants is also dependent upon the ectopic expression of MES-4 germline genes, we measured chemotaxis in *spr-5; met-2* mutants which developed in the presence of *mes-4* RNA interference (RNAi). RNAi of *mes-4* in *spr-5; met-2* mutants significantly rescued the chemotaxis defect, suggesting that the chemotaxis defect is also dependent upon the ectopic transcription of MES-4 targeted germline genes (Fig. 3*B*).

### Zygotic Knockdown of Ectopic MES-4 Targeted Germline Gene Transcription in L2 *spr-5; met-2* Mutants Restored Normal Chemotaxis in These Same Animals as Adults.

The lack of embryonic developmental defects in *spr-5; met-2* mutants raised the possibility that the severe chemotaxis defect in these mutants could be due to the ongoing ectopic expression of MES-4 targeted germline genes. If this is the case, it might be possible to shut off the ectopic expression of the MES-4 targeted germline genes and restore normal chemotaxis. To test this possibility, we took L2 *spr-5; met-2* larvae which already have a severe chemotaxis defect and shut off the ectopic expression of MES-4 targeted germline genes by shifting to *mes-4* RNAi at the L2 stage and then assaying chemotaxis in the resulting adults. Importantly, because *spr-5; met-2* double mutants have a severe developmental delay which is not rescued when *mes-4* RNAi is initiated at the L2 stage, it takes ~5 d for them to develop from L2 larvae to adults. This gives the RNAi plenty of time to knock down the ectopic transcription of the MES-4 targeted germline genes in somatic tissues. It is also possible that RNAi works better in the soma of *spr-5; met-2* double mutants because of the ectopic expression of germline RNAi machinery (17). Of note, in these experiments (and the previous MES-4 RNAi experiments in Fig. 3*B*) the RNAi was performed with HT115 bacteria rather than OP50, prior to assaying chemotaxis toward the OP50 *E. coli* food source. This results in an overall reduction in the chemotaxis index (Fig. 3*C*). For example, under these conditions the chemotaxis index of wild-type animals is 0.55 (or 0.4 in the previous MES-4 RNAi experiments in Fig. 3*B*) rather than 0.9, and the chemotaxis index of *spr-5; met-2* double mutants is 0.0 (or 0.1 in the previous MES-4 RNAi experiments in Fig. 3*B*) rather than 0.2.

Remarkably, we find that shutting off the ectopic germline expression of the MES-4 targeted germline genes after the L2 stage results in a significant rescue of the chemotaxis index from 0.0 to 0.28 in these same animals at the adult stage (Fig. 3*C* and Movie S2 *B*–*D*). MES-4 is required to propagate the ectopic transcription of MES-4 targeted germline genes to somatic tissues but may not be completely required to continually maintain the ectopic transcription of MES-4 targeted germline genes in somatic cells. Therefore, we also tried to shut off the ectopic expression of germline genes by performing RNAi against *lsl-1.* LSL-1 is a germline transcription factor that is actively required for the transcription of many germline expressed genes, including some MES-4 targeted germline genes (16). We found that knockdown of LSL-1 after the L2 stage in *spr-5; met-2* mutants also results in the rescue of the chemotaxis index in *spr-5; met-2* mutants from 0.0 to 0.36 (compared to 0.28 with *mes-4* RNAi) (Fig. 3*C* and Movie S2*E*). As with the MES-4 RNAi experiments, these chemotaxis experiments were performed in the same adult animals that were previously defective at the L2 stage. Our finding that the chemotaxis behavior is reversible by shutting off the ectopic expression of germline genes is even more remarkable considering that the nervous system is already formed in L2 larvae when we begin the RNAi. Taken together these results suggest that the ongoing ectopic transcription of MES-4 targeted germline genes can block normal chemotaxis behavior despite the nervous system being intact enough to be rescued.

### Knockdown of Germline Genes in Neurons Rescues the *spr-5; met-2* Chemotaxis Defect.

To determine whether it is the ectopic expression of germline genes specifically in neurons that interferes with normal chemotaxis behavior in *spr-5; met-2* mutants, we also performed RNAi against *lsl-1* in neurons. To do this we generated transgenic worms in which dsRNA against *lsl-1* is driven by the *unc-119* pan-neuronal promoter (35). RNAi of *lsl-1* in *unc-119* expressing cells is sufficient to significantly rescue the chemotaxis defect in *spr-5; met-2* mutants from 0.18 to 0.41 (Fig. 3*D*). This suggests that it is the ectopic expression of germline genes in neurons that is causing the chemotaxis defect in *spr-5; met-2* mutants.

### The Adult Nervous System is Completely Present and Properly Located in *spr-5; met-2* Double Mutants.

Our finding that knockdown of *mes-4* or *lsl-1* by RNAi rescues normal chemotaxis in *spr-5; met-2* double mutants suggests that the chemotaxis neurons are intact in these animals. However, to confirm that these and other neurons are present in *spr-5; met-2* double mutants, we took advantage of the invariant adult nervous system in *C. elegans*, which can be imaged using the NeuroPAL system (24). To verify that the NeuroPAL system is working, we first located all of the neurons in the different parts (head, tail, etc) of the wild-type NeuroPAL strain (Fig. 4 *A*, *B*, and *E* and *SI Appendix*, Fig. S7). Then we compared these different parts of the worm between *spr-5; met-2* mutants and Wild Type. This analysis demonstrated that there are no differences in number of neurons or general position of these neurons between *spr-5; met-2* mutants and Wild Type (Fig. 4 *C*–*E* and *SI Appendix*, Fig. S7). This includes the key neurons that are known to specifically function in chemotaxis toward the OP50 *E. coli* food source: the left/right pairs of olfactory sensory neurons AWA and AWC, the left/right pairs of interneurons AIA, AIB, and AIY, as well as the left/right pair of motor neurons RIM (Movie S3 *A* and *B*) (36–42). Thus, in *spr-5; met-2* mutants the ongoing ectopic transcription of MES-4 targeted germline genes can block normal chemotaxis behavior, despite the nervous system being fully present, in a way that is reversible by shutting off the ectopic transcription. It should be noted that occasionally the position or color of individual neurons varied slightly between *spr-5; met-2* and Wild Type. For example, we observed slightly different coloring in RIMR (Fig. 4 *A* vs. *C*). But this level of slight variation is also observed between different individual Wild Type NeuroPAL worms (24).

**Fig. 4.**
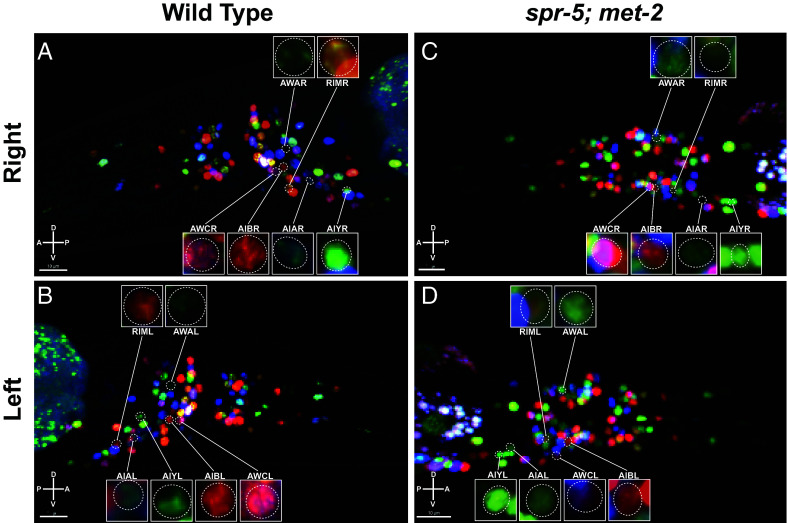
The nervous system is entirely present and properly located in *spr-5; met-2* mutants. Example projections of Wild Type (N2) (*A* and *B*) and *spr-5; met-2* mutant (*C* and *D*) adult heads, both the *Right* sides (*A* and *C*) and *Left* sides (*B* and *D*) of the heads are shown. The *Left* and *Right* pairs of sensory neurons (AWA and AWC) and interneurons (AIA, AIB, and AIY), as well as the *Left* and *Right* pair of motor neurons (RIM) that are known to specifically function in chemotaxis toward the OP50 *E. coli* food source are labelled with zoomed-in insets (3D rotation in Movie S3 *A* and *B*).

## Discussion

*spr-5; met-2* double mutants inappropriately inherit chromatin from the previous generation and ectopically express germline genes in somatic tissues. This provided the unique opportunity to determine how the ectopic expression of genes resulting from inappropriately inherited histone methylation influences behavior. Previously, we found that *spr-5; met-2* mutants have a severe L2 developmental delay that is associated with the ectopic expression of MES-4 targeted germline genes. Knock down of *mes-4* by RNAi eliminates the ectopic expression of MES-4 targeted germline genes and rescues the L2 developmental delay, suggesting that the developmental delay is dependent upon the ectopic expression of MES-4 targeted germline genes (17). Here, we found that *spr-5; met-2* mutants have a severe defect in chemotaxis toward OP50 bacteria at both the L2 larval stage and in adults. There is also a significant chemotaxis defect in both *spr-5* and *met-2* single mutants, but the chemotaxis defect is much more severe in *spr-5; met-2* double mutants, confirming the synergistic interaction between *spr-5* and *met-2*. In addition, we find that the severe chemotaxis defect in *spr-5; met-2* mutants is dependent upon MES-4, suggesting that this phenotype is also dependent upon the ectopic expression of MES-4 targeted germline genes.

The ectopic expression of MES-4 targeted germline genes is observed equally in most somatic clusters. This is consistent with a model in which the ectopic chromatin is inherited fairly uniformly across embryonic lineages. But we do not observe the ectopic expression of the MES-4 targeted germline genes in the excretory, glia, and seam somatic cell cluster (cluster 3), so some lineages may not inherit the ectopic chromatin or may be resistant to the ectopic expression of these germline genes. However, we cannot rule out the possibility that lack of ectopic expression of the MES-4 targeted germline genes in the excretory, glia, and seam somatic cell cluster (cluster 3) is simply due to low coverage in these cells. Despite the ectopic expression of MES-4 germline genes, unsupervised clustering analysis of our *spr-5; met-2* single-cell RNAseq data demonstrated that these mutants are very similar to Wild Type. This suggests that the ectopic transcription does not broadly interfere with cell specification in the embryo. Consistent with this possibility, our automated lineage tracing of *spr-5; met-2* mutants demonstrated that there are very few defects in the embryonic lineage. Using NeuroPAL imaging, we also observed that *spr-5; met-2* mutants have the same complement of uniquely identifiable neurons as Wild Type, including all the neurons that are known to be required for normal chemotaxis toward the OP50 *E. coli* food source. The lack of embryonic lineage and adult nervous system defects is surprising because they occur despite there being a severe developmental delay and impaired chemotaxis beginning at the L2 stage.

The lack of defects caused by the inappropriate somatic expression of germline genes is consistent with two possible models. One possibility is that embryonic development is resistant to the MES-4 targeted germline genes that are significantly ectopically expressed in the embryo. In this scenario, development may overcome the ectopic expression. Alternatively, it is possible that the critical MES-4 targeted germline genes that cause the L2 developmental delay and chemotaxis defect are not yet misexpressed at a sufficient level to cause these defects in the embryo. Our finding that the overall levels of ectopic expression of MES-4 targeted genes do not consistently increase across development from the 200-cell embryo stage to the comma and L1 larval stage is more consistent with the possibility that embryonic development is resistant to the ectopic expression of MES-4 targeted germline genes. We also detect that the ectopic expression of germline genes results in the ectopic production of germline proteins in the embryo, so the lack of embryonic defects in *spr-5; met-2* mutants is not due to the failure of the ectopically expressed germline genes to be translated. However, since it is not clear which ectopically expressed MES-4 targeted gene or genes causes the chemotaxis defect, it remains possible that chemotaxis defect is caused by the subset of MES-4 targeted germline genes that do increase across development. In this case, it is possible that lack of embryonic defects could be caused by the insufficient ectopic expression earlier in development. Regardless, the lack of somatic embryonic lineage defects combined with the presence of the full complement of neurons raised the possibility that the developmental delay and chemotaxis defects in *spr-5; met-2* mutants are not due to a failure to properly specify a specific lineage during embryogenesis.

Although we do not observe any significant somatic defects in the embryonic lineage of *spr-5; met-2* mutants, we detect a delay in duration of the germline blastomere P4 before dividing to give rise to the primordial germ cells Z2 and Z3 in *spr-5; met-2* mutants compared to Wild Type. This delay occurs despite there being no corresponding delay in the P4 sister cell D, arguing that the P4 delay is highly specific to the germline lineage. While it remains unclear why there is a delay in the P4 cell division, our single-cell data demonstrate that MES-4 targeted genes fail to be fully expressed in the germline cluster (7). Therefore, it is possible that the failure to activate the transcription of the MES-4 germline genes causes a delay in the P4 cell division. The failure to fully activate germline transcription in Z2 and Z3 may also account for why *spr-5; met-2* mutants are completely sterile (10, 11). Previously, it has been shown that the target of SPR-5, H3K4me2, is specifically lost during the P4 cell division to generate Z2 and Z3 (43). Thus, it is possible that an increase in H3K4me2 in *spr-5; met-2* mutants results in a failure to erase H3K4me2 in Z2 and Z3. This in turn could lead to the delay in the P4 cell division, but this possibility remains to be examined. Alternatively, it is possible that the germline delay is a secondary consequence of the somatic defects. This possibility would be consistent with previous data suggesting that the nervous system can communicate to the germline (44–46).

The lack of somatic embryonic lineage defects in *spr-5; met-2* mutants raised the possibility that the chemotaxis defect is due to the ongoing ectopic expression of germline genes. If this were the case, we would expect that eliminating the ectopic expression in worms that already have a chemotaxis defect would eliminate the chemotaxis defect. To test this possibility, we performed *mes-4* RNAi beginning at the L2 stage in *spr-5; met-2* mutants to block the ectopic expression of MES-4 targeted germline genes, when these mutants already have a chemotaxis defect. Importantly, at the L2 larval stage *C. elegans* already have an intact nervous system. Remarkably, we find that knock down of *mes-4* beginning at the L2 stage significantly rescues chemotaxis behavior in the same animals that were previously defective at the L2 stage. MES-4 is thought to function in propagating the inappropriate expression of MES-4 targeted germline genes in somatic tissues and may not be completely required to maintain the ectopic expression of these genes. Therefore, we also tried to block the ectopic expression of germline genes by performing RNA interference against the germline transcription factor LSL-1. LSL-1 is required for the transcription of many germline genes, including many MES-4 targeted germline genes. Knock down of *lsl-1* beginning at the L2 stage in *spr-5; met-2* mutants also rescued chemotaxis behavior. Taken together these results suggest that the ectopic expression of MES-4 targeted germline genes actively interferes with normal chemotaxis behavior despite the chemotaxis neurons being intact.

To determine whether it is the ectopic expression of germline genes specifically in neurons that interferes with normal chemotaxis behavior, we also performed RNAi of *lsl-1* in *spr-5; met-2* neurons. RNAi of germline genes from a pan-neuronal promoter rescues the chemotaxis defect of *spr-5; met-2* mutants, suggesting that it is the ectopic expression of germline genes in neurons that is interfering with normal chemotaxis behavior. Consistent with this possibility, we find that *spr-5; met-2* mutants move the same amount as Wild Type worms, suggesting that the chemotaxis defect of *spr-5; met-2* mutants is not due to a defect in motility.

Our data suggest that the ectopic expression of MES-4 targeted germline genes actively interferes with normal chemotaxis behavior despite the chemotaxis neurons being intact. However, it remains unclear how the ectopic expression of germline genes actively interferes with normal chemotaxis behavior. One possibility is that some normal component of neuronal function is blocked at the transcription level. For example, the expression of synaptic proteins or a chemoreceptor could be actively inhibited in *spr-5; met-2* mutants. An alternative possibility, that is not mutually exclusive, is that some aspect of germline function actively interferes with neuronal function. For example, activation of meiosis genes could cause inappropriate chromosomal condensation in neurons. Regardless, our finding that ectopic transcription actively interferes with intact chemotaxis neurons may have implications for neurodevelopmental diseases caused by mutations in histone modifying enzymes, such as Kabuki Syndrome (47) and phenotypically similar LSD1 patients (48, 49). Based on our results, it is intriguing to speculate that the intellectual disability and/or altered behavior observed in these patients could be due to an ongoing defect in a properly formed nervous system. Even though these patients have de novo mutations that were either inherited from one of their parents or mutated in the very early embryo, it is possible that the inappropriately inherited chromatin results in a defect that only manifests itself later in development because the transcription factors that are required to interact with the permissive chromatin are only activated in certain differentiated cell types, such as neurons. Regardless of the etiology, if the nervous system defects in these patients are due to the ongoing ectopic expression of genes, it may be possible to rescue these defects by turning off the ectopic transcription. Consistent with this possibility, it has been recently shown that behavioral defects in two mouse models of epigenetic syndromes can be rescued at the adult stage. Loss of the DNA methylation binding protein MeCP2 that causes Rhett Syndrome can be rescued by reexpressing MeCP2 in adult mice (50–52). In addition, heterozygous loss of the H3K4 methyltransferase *Kmt2d* that causes Kabuki Syndrome can be partially rescued in adult mice with a histone deacetylase inhibitor (53), but the reason that these models can be rescued at adult stages remains unknown. Our data provide insight into these results.

## Materials and Methods

### Strains.

All *C. elegans* strains were cultured at 20˚C on 60 mm nematode growth media (NGM) agar plates with OP50 bacteria grown in Luria Broth (LB). Strains used were N2: Wild Type (Bristol isolate); the *C. elegans spr-5* (*by101*)(*I*) strain was provided by R. Baumeister (Albert Ludwig University of Freiburg, Germany); the MT13293: *met-2* (*n4256*)(*III*) *strain* was provided by R. Horvitz (Massachusetts Institute of Technology, MA). *spr-5*(*b101*)/*tmC27*[*unc-75*(*tmls1239*)] I*; met-2*(*n4256*)]/*qC1 qIs26* [*lag-2::GFP + pRF4 rol-6*(*su1006*)] III strain was created for maintenance as a double heterozygote. The automated cell lineage strain is *spr-5*(*b101*)/*tmC27*[*unc-75*(*tmls1239*)] I; JIM113: ujIs113 [Ppie-1::H2B::mCherry, unc-119(+); Pnhr-2::HIS-24::mCherry, unc-119(+) II; *met-2*(*n4256*)]/*qC1 qIs26* [*lag-2::GFP + pRF4 rol-6*(*su1006*)] III. The NeuroPAL strain otIs669 V (Wild Type) was obtained from *Caenorhabditis* Genetics Center (CGC) and crossed into *spr-5; met-2* mutants. The neuron specific *lsl-1* RNAi strain (*Punc-119-lsl-1 sense chain, Punc-119-lsl-1 anti-sense chain, Pmyo-3::mCherry*) was obtained from Suny Biotech. The *unc-119* promoter sequence is included as Dataset S5. *lsl-1* RNAi sequence was the same as the Ahringer library (54).

### Single-Worm Genotyping.

Single animals were picked into 10 to 12 μL of lysis buffer [50 mM KCl, 10 mM Tris-HCl (pH 8.3), 2.5 mM MgCl_2_, 0.45% NP-40, 0.45% Tween-20, 0.01% gelatin] containing 1 µg/µL final concentration of proteinase K and incubated at −80 °C overnight followed by 60 °C for 1 h and then 95 °C for 15 min. PCRs were performed with AmpliTaq Gold (Invitrogen) according to the manufacturer’s protocol and reactions were resolved on agarose gels. The following genotyping primers were used: spr-5 (*by101*)I: fwd: AAACACGTGGCTCCATGAAT, rev(wt):GAGGTTTTGAGGGGTTCCAT, rev(mut):CTTGAAACAGACTTGAACATCAAAGATCGG; met-2 (n4256): fwd(wt):GTCACATCACCTGCATCAGC, rev(wt):ATTTCATTACGGC TGCCAAC, fwd(mut):ATTCGAAAAATGGACCGTTG, rev(mut):TCTATTCCCAGGAGCCAATG.

### Quantitative PCR.

Total RNA was isolated using TRIzol reagent (Invitrogen) from synchronized embryos at room temperature. cDNA synthesis and qPCR were carried out as previously described (10). mRNA was quantified by real-time PCR, using iO SYBR Green Supermix (BioRad). The following primers were used: *htp-1* (ATTCGGAGGACAGTGACACAA and GTGCTTTCTCGAGAGACTCAGTTATATC) *cpb-1* (GTGCTGATTGATTGGCCTCG and CCGTTACAGCGCGTGAACCG); *rmh-1* (TGTAGTCATTATGCCAAGTATCTGC and ATCTGTTACTCGTATCTGTAGTAGCC); *ftr-1* (TCCGCTCACTTCGAATACGG and TACCATCGCGATTGTGAGC); *fbxa-101* (TATCGAAGACAAGCTCGCCG and TGCGAACGGAAATCCAATCG); *ama*-1 (TACCTACACTCCAAGTCCATCG and CGATGTTGGAGAGTACTGAG); *wago-1* (CTCTGGGTGAACTAACGACTA and ACGCGCTTCTGATTGAGATC); *glh-4* (ACTATTTCGATGCATAGCTACCA and CCACGAGCACACACATTTGA); *ego-1* (TCAATATGCGTCTTCTGGTTTCT and CACATCTTGTCCCGTTACGT); *nxf-2* (TGTATCCGGACAGTGAGAGC and GAATTGTGGCAGGAAGTCTCG); *ani-2* (ATGCACAAATCAGTCGGTCG and GGCTAGCACAACTCGTCTTT); *tofu-4* (ACCATTTACCCATCTCGTCTTC and TCCTTCATCAGTTTGGAGTCTCT); *clec-91* (TCAGTCTTGTCATGGATCGGT and GGTTTGATGAGCCAGTTGATCT); *glh-2* (TGCCGAACGTGGACTTGATA and CTTCCAGCGTTTCCAACTCG). Each mRNA expression was normalized to *ama-1* control. Fold enrichment was calculated as mutant/Wild Type.

### RNA Interference.

*E. coli* HT115 was transformed with a vector expressing dsRNA of *mes-4*, *lsl-1*, L4440 or *ama-1* obtained from the Ahringer library (Source BioScience). RNAi bacteria and empty vector control were grown at 37 °C and seeded on RNAi plates (standard NGM plates containing ampicillin at 100 mg/ml, tetracycline at 5 mg/ml and isopropylthiogalactoside (IPTG) at 0.4 mM). RNAi plates were left at room temperature to induce for at least 48 h.

### Chemotaxis Assay.

The experimental 60 mm NGM plate was divided into four equal quadrants with 5µL of control LB/vehicle in two quadrants (C1 and C2) and 5 µL of 200X concentrated fresh overnight cultures of *E. coli* OP50 in the other two quadrants (E1 and E2). Worms were collected and rinsed 3 times with M9 buffer (22 mM KH_2_PO_4_, 42 mM Na_2_HPO_4_, 86 mM NaCl, and 1 mM MgSO_4_). A total of ~50 worms per plate were placed into the center of the experimental plate. The plates were then incubated at 20 °C for 1 h. Worms that moved to any of the quadrants after the incubation time were recorded. The Chemotaxis Index was calculated as follows; (E1 + E2) – (C1 + C2)/Total worms moved.

### Worm Tracking.

Video was recorded of Wild Type and *spr-5; met-2* young adult worms during a chemotaxis assay as described above. The number of worms used for each video was <10 to enable tracking. LoliTrack V5 (Loligo Systems) was used to analyze the distance moved for each individual worm in order to calculate the average distance moved.

### Lineage Tracing.

Cell lineage tracing was carried out as previously described using a Zeiss LSM 510 confocal microscope with some minor changes (30). While using the 20 µm beads, we noticed that the embryo was moving out of focus. To rectify this, an NGM plate was used as a platform to hold the embryo. This alternative approach is described in detail (55). Additional embryos were imaged using a Leica Stellaris confocal microscope. Cell lineages were traced using StarryNite, curated using AceTree, and Cell positions and division times compared to a wild-type compendium as in (21, 30, 32, 33, 56–58).

### Single-Cell RNA Sequencing and Data Analysis.

Single-cell isolation was performed according to Packer et al. (29) with minor modifications. For the 100 to 200 cell stage, only one enzyme (Chitinase) was used for embryo eggshell disruption and single cells dissociation (55). Single-cell RNA sequencing was performed using the 10X Genomics single-cell capturing system. Single cells were isolated from embryos produced by approximately 1,000 hand-selected *spr-5; met-2* mutant mother worms per strain. 1,000 to 3,000 cells were loaded on the 10X Genomics Chromium Controller. Single-cell cDNA libraries were prepared using the Chromium Next GEM Single Cell 3’ LT Reagent Kits v3.1 (Dual Index). Libraries were sequenced by FSU College of Medicine Translational Science Laboratory (Florida State University, FL). After the 10X QC, Wild Type had 219 estimated cells, 62,491 mean reads per cell and 1,067 median genes per cell. *spr-5; met-2* had 686 cells, 20,763 mean reads per cell and 526 median genes per cell. 

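The cells taken here had 1067 genes per cell in Wild Type and 526.5 in the mutants at the median, so the barcodes with the most UMIs match the paper's cells by this measure. The smallest cell had 758 UMIs in Wild Type and 411 in the mutants, and the largest 66767 and 5941. Mean reads per cell were not recomputed, since the matrices hold UMIs. Gene identifiers were looked up in Ensembl release 115, and 20105 of them were found.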

The number of cells was limited by the need to hand-pick *spr-5; met-2* double mutant mothers prior to embryo collection. Sequencing: 28 million paired-end of ~150 bp paired-end reads (Illumina NextSeq 600). The Cell Ranger Software Suite 3.0.2 (10X Genomics) was used for the alignment of the single-cell RNA-seq output reads and generation of feature, barcode, and matrices. Seurat analysis was used for unsupervised hierarchical cluster formation.

### NeuroPAL.

10-15 young adult stage worms were paralyzed with 10 mM levamisole and mounted on a 1.5% agarose gel pad. The coverslip was sealed with nail polish to reduce evaporation and warping of the gel pad during lengthy imaging. Worms were imaged on a Nikon A1R HD25 inverted confocal microscope with optical configurations and imaging channels from the NeuroPAL manual “Configuring Your Microscope for NeuroPAL v3,” obtained from Hobert Lab website https://www.hobertlab.org/neuropal/ (24). Images were taken at 60X with 3 channels: CyOFP, pseudocolored green, mNeptune2.5, pseudocolored red, mTagBFP2, pseudocolored blue, using a Z-stack with 30 to 50 steps of 0.8 μm. Images were taken without the TagRFP-T pan-neuronal marker, pseudocolored in white. A minimum of 3 images were taken of each worm: head, midbody, and tail. The resulting images were adjusted for brightness/contrast and channels were merged into a composite using Fiji/ImageJ (59). 3D images were obtained using Imaris software version 9.8.0 as described in (24, 60). Imaris 3D images were used to count the number of neurons in each worm and annotate the chemotactic circuit neurons. Neurons were identified using the “NeuroPAL Reference Manual v1” and “Using NeuroPAL for ID v1” manuals obtained from Hobert Lab website.

### LSL-1 GFP and P-Granule Immunofluorescence of Embryos.

Mixed staged embryos were isolated by washing off plates with embryos laid overnight by gravid adult hermaphrodites followed by bleaching to remove adults and larvae. Embryos were permeabilized on poly-L-lysine coated slides using the freeze-crack method and immediately fixed in methanol for 10 min then in acetone for 5 min as previously described (Duerr, 2013). The slides were then washed once with 1× PBST (phosphate buffer saline with 0.1% Tween-20) then blocked for 1 h in Antibody Buffer (1× PBST with 0.5% bovine serum albumin and 0.01% sodium azide). Primary antibody staining was conducted overnight at room temperature using a rabbit polyclonal anti-GFP antibody (ab6556, Abcam) at a 1:600 dilution to detect the *LSL-1*[syb3772(*LSL-1::gfp::ha::6xhis*)](*V*) allele or OIC1D4 (P granule) antibody (DSHB) at 1:2 dilution. After three washes with 1× PBST, secondary antibody staining was performed for 1 h at room temperature using an Alexa Fluor 488-conjugated goat anti-rabbit antibody (A11034, Invitrogen) at a 1:500 dilution. Following incubation with secondary antibody, slides were washed twice with 1× PBST and once with 1× PBST containing 200 ng/ml DAPI. After three washes with 1× PBST, slides were mounted in Vectashield mounting medium and imaged immediately using a 63x objective on a Zeiss LSM 900 Confocal microscope imaging system for LSL-1 or using a 60x objective on a Leica epifluorescence scope for P granules. ImageJ maximum projection was used to project z-stack images to a single plane for LSL-1.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Movie S1. WT average projection (related to Fig. 3). *spr-5; met-2* average projection (related to Fig. 3)

Movie S2. WT chemotaxis on OP50 bacteria (related to Fig. 3). *spr-5; met-2* chemotaxis on HT115 bacteria (related to Fig. 3). *spr-5; met-2* on *mes-4* RNAi chemotaxis (related to Fig. 3). WT chemotaxis on HT115 bacteria (related to Fig. 3). *spr-5; met-2* on *lsl-1* RNAi chemotaxis (related to Fig. 3).

Movie S3. WT NeuroPAL rotation (related to Fig. 4). *spr-5; met-2* NeuroPAL rotation (related to Fig. 4)

## Data Availability

Single cell RNAseq dataset data have been deposited in Gene Expression Omnibus (GSE272897) (25). All study data are included in the article and/or supporting information.

# Supplementary material for: Ectopic transcription due to inherited histone methylation may interfere with the ongoing function of differentiated neurons
**Source:** Proc Natl Acad Sci U S A. 2025 Sep 24;122(39):e2513137122. doi: 10.1073/pnas.2513137122
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information for

Ectopic transcription due to inherited histone methylation may interfere with the ongoing function of differentiated neurons

Juan D. Rodriguez^{1*}, Monica N. Reeves^{1*}, Sindy R. Chavez¹, Hsiao-Lin V. Wang², Jaely Z. Chavez³, Rhea Rastogi¹, Liyang I. Sun¹, Mackenzie S. Roberson¹, Elicia A Preston⁵, Zaynab Massenburg³, Kiani N. Cruz¹, Madhav S. Chadha¹, Emily J. Hill², Miguel L. Soares¹, Victor G. Corces², Brandon S. Carpenter³, Karen L. Schmeichel⁴, John I. Murray⁵, David J. Katz^{1#}

*co-first authors

This PDF file includes:

Figures S1 to S7

Other supporting materials for this manuscript include the following:

Movies S1 to S3

Datasets S1 to S5

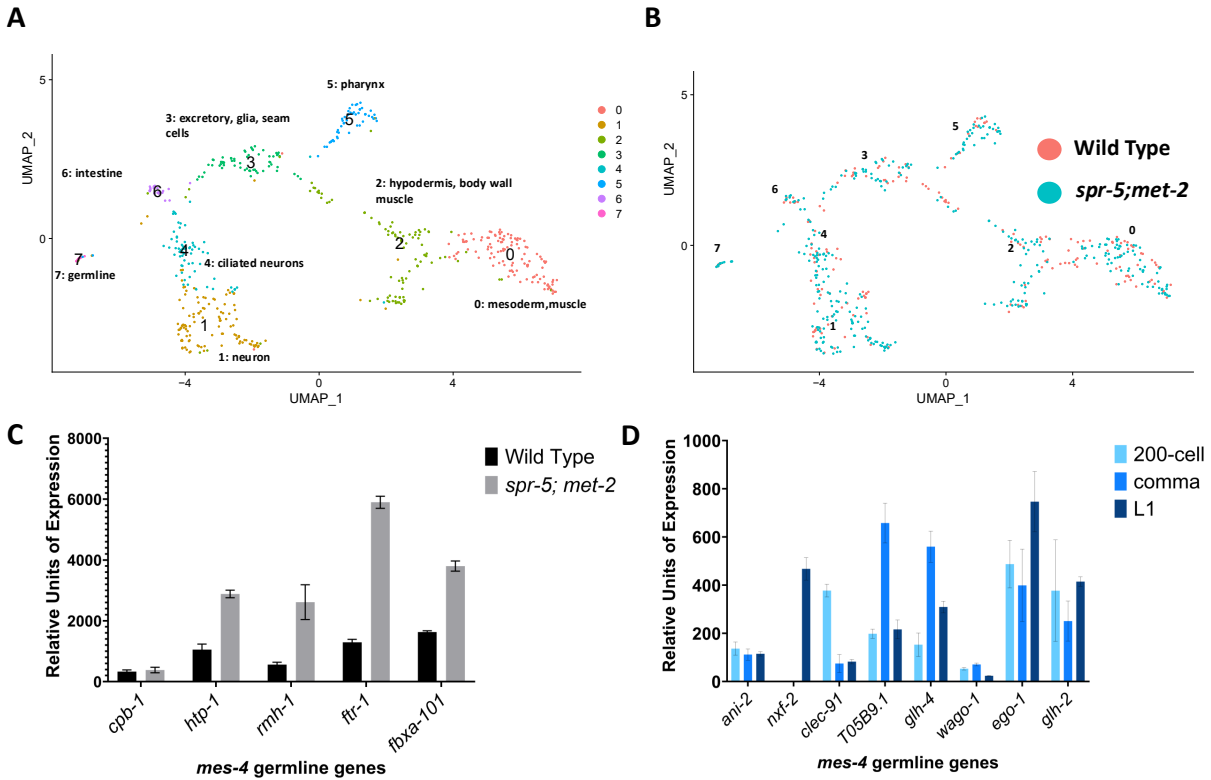

Fig. S1. Germline genes are ectopically expressed, but overall gene expression is largely unchanged during embryogenesis in *spr-5; met-2* mutants.

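Clusters differed in how many cells of each genotype they held. The cells of both libraries fell in 15 clusters at Leiden resolution 1.0, a finer division than the 8 of the study. Of these, 3 held no Wild Type cell and 81 mutant cells (11.8% of mutant cells, 9.49 to 14.5), where 0 of 219 Wild Type cells allows a share of up to 1.37% by the limit of 3 counts and 1.67% by the exact interval. Together with 3 clusters of 1 or 2 Wild Type cells they held 5 Wild Type cells (2.28%, 0.745 to 5.25) and 203 mutant cells (29.6%, 26.2 to 33.2). Among them were a ciliated neuron-like cluster of 32 mutant cells with *daf-19*, *che-11* and *osm-5*, an intestine-like cluster and a second hypodermis-like cluster with *nhr-25* and *noah-2*. Another cluster of 39 mutant cells had 13 muscle markers enriched, with *him-4* and *csq-1* among its leading genes. A cluster that comes almost all from 1 library can reflect that library and not a cell type.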

Unsupervised hierarchical clustering of single cell RNAseq data forms 8 clusters (A) and these clusters are the same between Wild Type (N2) (pink) and *spr-5; met-2* mutants (aqua) (B). (C,D) Quantitative RT-PCR data showing the relative gene expression of 5 MES-4 targeted germline genes not significantly misexpressed in our single-cell dataset but found to be significantly misexpressed at the L1 stage in *spr-5; met-2* mutants in our previous work (C) (17) and 8 MES-4 targeted germline genes most significantly misexpressed in our single-cell dataset at the 200-cell, comma and L1 larval stages (D). The data were normalized against the expression of *ama-1* from embryos at the 100-200 cell stage (C) and corresponding stages (D). The error bars (C,D) represent the S.E.M of 3 technical replicates from ≥ 200 pooled embryos or worms.

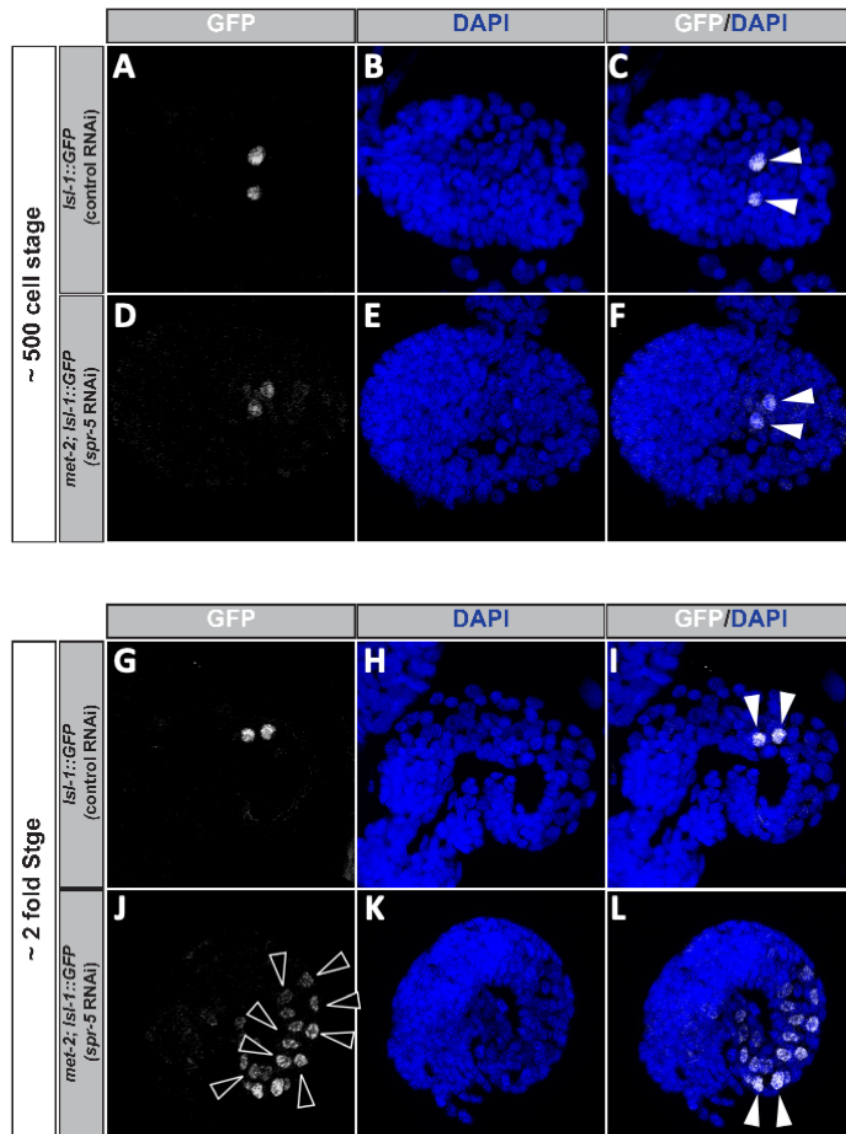

Fig. S2. Without SPR-5 and MET-2, LSL-1 is ectopically expressed in the soma. (A-L) Representative images of of *Isl-1::GFP* embryos from hermaphrodites fed control RNAi (A-F) and *met-2; Isl-1::GFP* embryos from hermaphrodites fed *spr-5* RNAi (G-L) at approximately the 500-cell (A-C, G-I) 2-fold stage (D-F, J-L) stages. DAPI was used to stain nuclear chromatin. White arrows indicate the primordial germ cells Z2 and Z3. Black arrows indicate ectopic expression of LSL-1 in somatic cells.

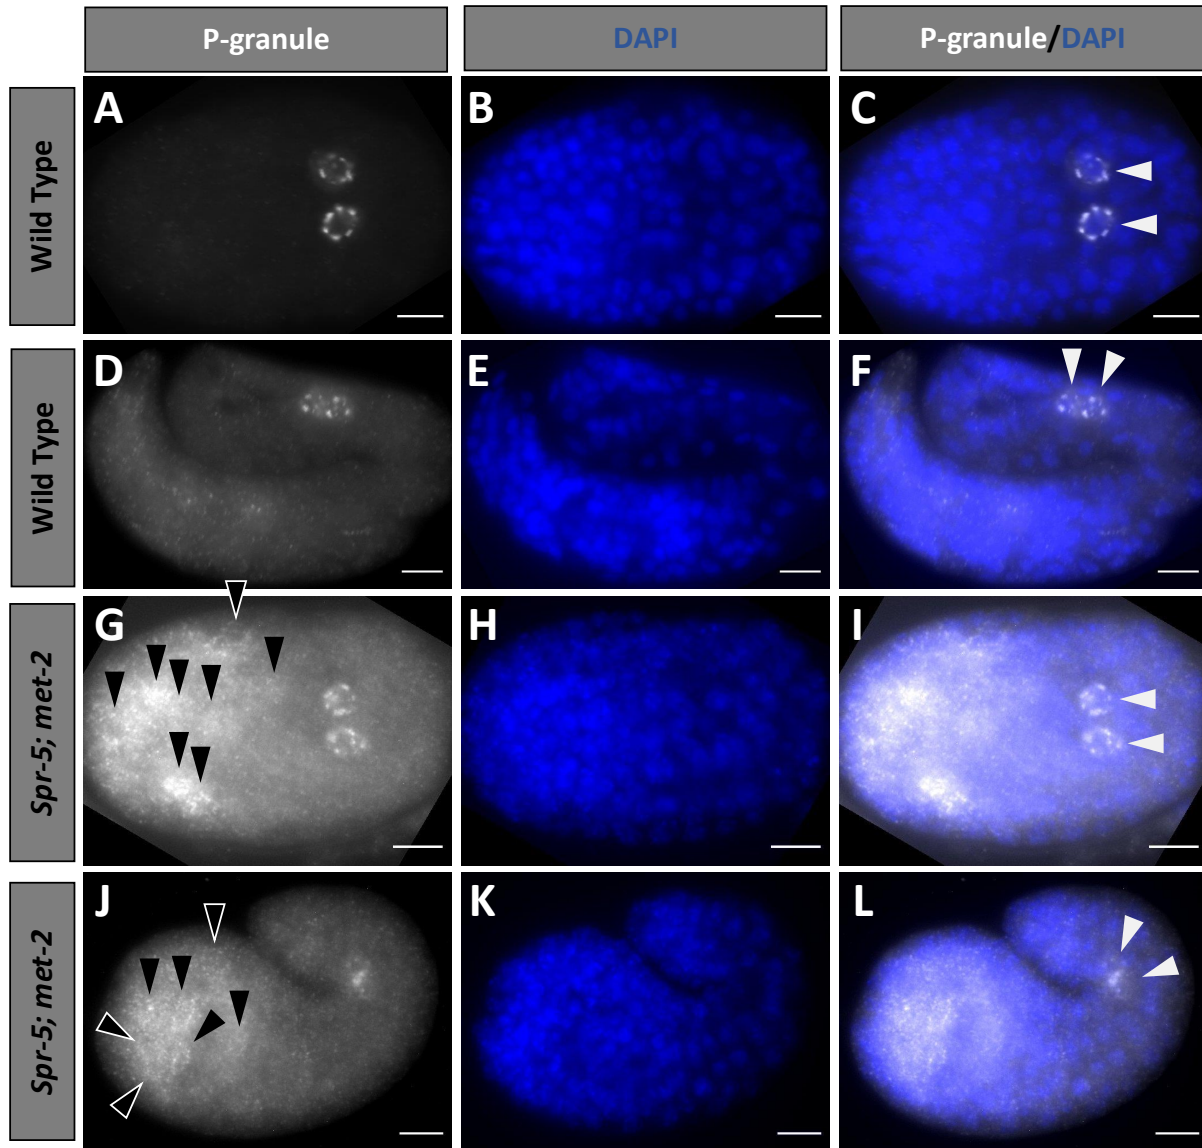

Fig. S3. Without SPR-5 and MET-2, P granules are ectopically expressed in the soma. Representative images of ectopic P granules in Wild Type (N2) (A-F) versus *spr-5; met-2* mutants (G-L) at the ~200-cell (A,B,C,G,H,I) and comma stage (D,E,F,J,K,L) of embryogenesis. DAPI was used to stain nuclear chromatin. White arrows indicate the primordial germ cells Z2 and Z3. Black arrows indicate ectopic P granules in somatic cells.

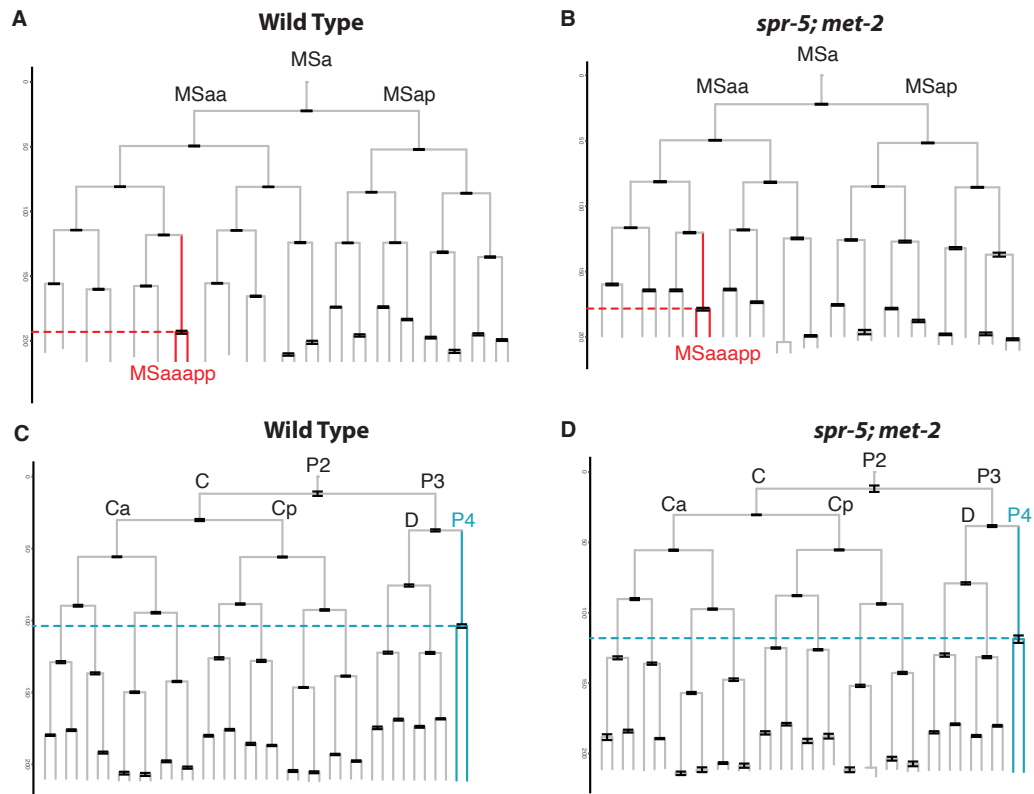

Fig. S4. Comparison of the embryonic cell lineage in *spr-5; met-2* versus Wild Type. Wild Type (N2) (A,C) and *spr-5; met-2* (B,D) embryonic lineages highlighting the earlier MSaaapp cell division (red dashed boxes in Fig. 1A,B) and the later P4 cell division (blue dashed boxes in Fig. 1A,B) in *spr-5; met-2* compared to Wild Type (N2). The error bars indicate the SEM from 22 Wild Type (N2) and 8 *spr-5; met-2* lineages.

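Dataset S3 gives, for each embryo filmed, the slope of its division times against those of a reference, so that a larger slope means slower development. The slope of the whole embryo was 0.850 ± 0.0524 (SD, n = 22) in Wild Type and 0.920 ± 0.0395 (SD, n = 8) in *spr-5; met-2* mutants, a difference of 0.0701 (two-sided exact permutation test, p = 0.00200). The mutants were filmed on 2 days. The 3 embryos of the first day had a mean slope of 0.960 and the 5 of the second day 0.896, and the second day alone differed from Wild Type by 0.0464 (exact permutation p = 0.0649). Wild Type embryos were filmed in other years and carry other marker strains, so genotype and recording cannot be told apart. Divided by the slope of their own embryo, the 12 sublineages differed in which were slow. The D lineage, which makes body wall muscle, was at 1.05 ± 0.0226 in Wild Type and 1.19 ± 0.0228 in the mutants, and all 8 mutant embryos lay above every Wild Type embryo (exact permutation p = 1.71e-07, adjusted over 12 sublineages 1.03e-06). The E lineage, which makes the intestine, was at 0.978 ± 0.0319 and 1.06 ± 0.0210, with 8 of 8 mutant embryos above every Wild Type embryo and the same p. The C lineage was also relatively slow, by 0.0345 (adjusted exact permutation p = 0.000939). ABara was relatively fast, with a difference of -0.0216 at the same adjusted p.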

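Most cells had a longer cell cycle in the mutants, and few of them by much. Dataset S2 lists 375 cells with their median deviation from the cell cycle length of the reference, after correction for the rate of the embryo, and the study's p-values. In the study's values 18 cells pass a Bonferroni-adjusted p of 0.05, of which 17 had a longer cycle and 1, MSaaapp, a shorter one. Taken over the table, 267 cells had a longer median deviation in the mutants, 61 a shorter one and 47 a difference of exactly 0 in the listed values. The median difference was 1 min over all cells, 4.50 min over the 16 cells of the E lineage and 3 min over the 7 cells of the D lineage, all 7 of them longer. MSaaapp had a cycle that differed by -17 min at the median, from 23 Wild Type and 9 mutant cells. P4, the founder of the germline, had a cycle 14.2 min longer, from 32 and 18 cells, and Ealp of the intestine one 11.5 min longer.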

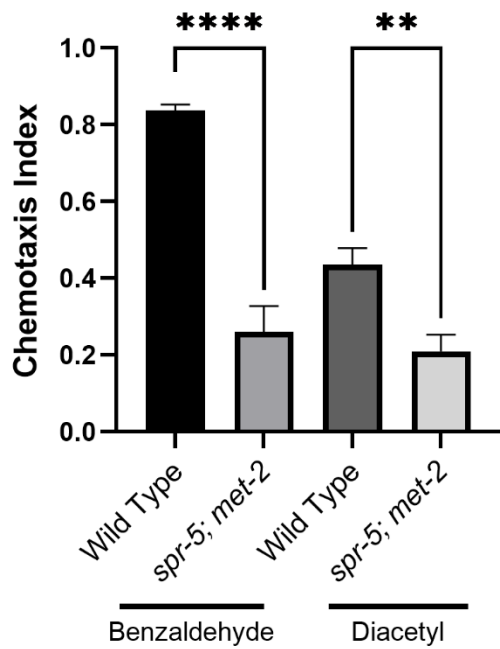

Fig. S5 *spr-5; met-2* mutants are defective in chemotaxis towards benzaldehyde and diacetyl. The chemotaxis index of Wild Type (N2) (N=633 worms from 8 assays) versus *spr-5; met-2* mutants (N=490 from 8) towards benzaldehyde, and Wild Type (N2) (N=893 from 8) versus *spr-5; met-2* mutants (N=541 from 8) towards diacetyl. The chemotaxis was performed on adult worms. Significance was calculated in by unpaired t-test. **** ≤ 0.0001 , ** ≤ 0.01 . The raw data are included as Dataset S4.

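Worms that find an odorant gather in its quadrants, and the chemotaxis index runs from 1, when all are there, to -1, when none is. Wild Type adults went to benzaldehyde with an index of 0.837 ± 0.0457 (SD, n = 8 plates) and *spr-5; met-2* mutants with 0.259 ± 0.192 (SD, n = 8), a difference of -0.578 (two-sided exact permutation test, p = 0.000155, the smallest that 8 plates against 8 can give). To diacetyl the index was 0.434 ± 0.119 (SD, n = 8) in Wild Type and 0.211 ± 0.121 (SD, n = 8) in the mutants, a difference of -0.224 (exact permutation p = 0.00155). Adjusted over 12 comparisons of plates, the p-values were 0.000207 and 0.00186. For benzaldehyde every mutant plate lay below every Wild Type plate. The plates held 633 and 490 worms with benzaldehyde and 893 and 541 with diacetyl.

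**Figure D3:**
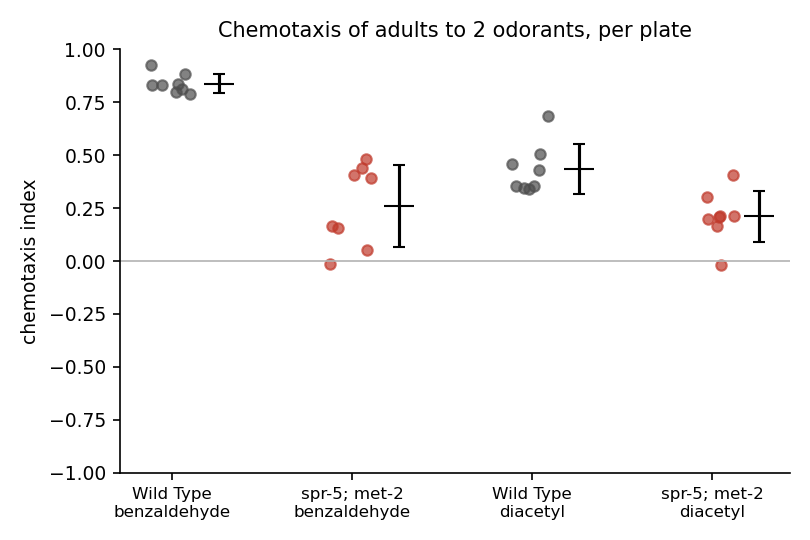
Chemotaxis index of each plate of adults to benzaldehyde and diacetyl for Wild Type (grey) and *spr-5; met-2* mutants (red), with 8 plates per group. Black bars give the mean and SD; the mutant plates with benzaldehyde reach at most 0.481 and the Wild Type plates at least 0.787.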

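Dataset S4 holds 356 chemotaxis plates in 18 groups, each with the worms counted in 2 odorant and 2 control quadrants. To OP50 bacteria, the index was 0.895 ± 0.0943 (SD, n = 34 plates) in Wild Type adults, 0.762 ± 0.196 (SD, n = 55) in *spr-5* mutants, 0.709 ± 0.172 (SD, n = 51) in *met-2* mutants and 0.188 ± 0.284 (SD, n = 19) in *spr-5; met-2* mutants. The double mutants differed from Wild Type by -0.708 (permutation test, p = 2e-05, the smallest that 100000 permutations can give, adjusted 4e-05). The single mutants differed by -0.133 for *spr-5* (permutation p = 0.0001, adjusted 0.00015) and -0.186 for *met-2* (permutation p = 2e-05). In L2 larvae the index was 0.391 ± 0.255 (SD, n = 23) in Wild Type on control RNAi bacteria and -0.000327 ± 0.115 (SD, n = 37) in *spr-5; met-2* mutants, a difference of -0.391 (permutation p = 2e-05). Adults kept on control RNAi bacteria from L2 had 0.548 ± 0.0949 (SD, n = 9) in Wild Type and 0.00145 ± 0.125 (SD, n = 14) in the mutants, a difference of -0.546 (exact permutation p = 1.22e-06). With *mes-4* RNAi from L2 the mutants were higher by 0.283 and with *lsl-1* RNAi by 0.354 than with control RNAi (permutation p = 2e-05 for both, on 12 and 14 plates). With *mes-4* RNAi they still differed from Wild Type by -0.264 (exact permutation p = 5.10e-05). Grown on *mes-4* RNAi, the mutants had 0.394 ± 0.197 (SD, n = 15) against 0.140 ± 0.364 (SD, n = 14) on control RNAi (permutation p = 0.0275). Mutants with *lsl-1* RNAi in neurons were higher by 0.231 than mutants without it (exact permutation p = 0.00218, 21 plates against 6). All 12 comparisons, adjusted together, stayed below 0.05. In 7 plates the listed totals differ from their quadrants.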

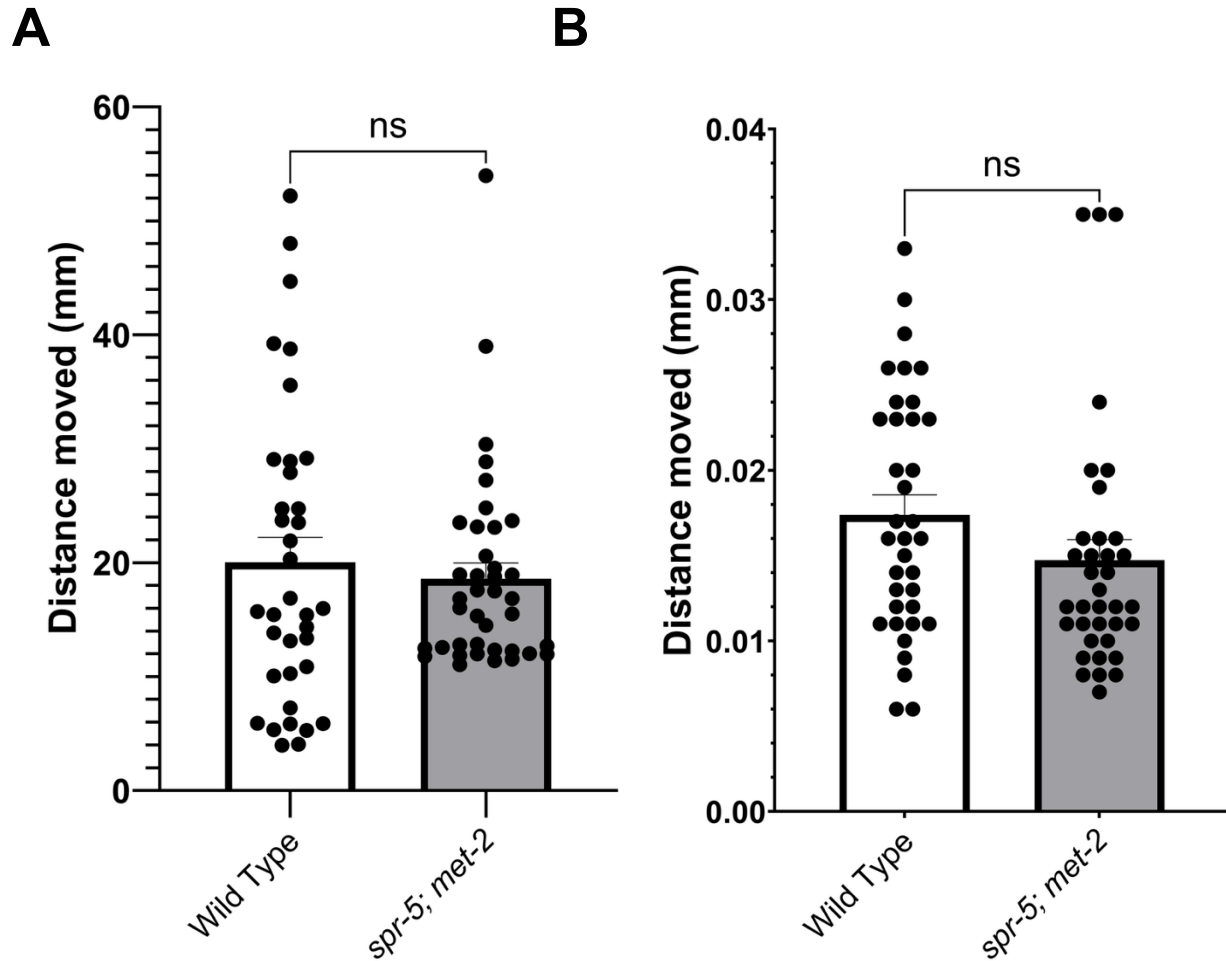

Fig. S6. The movement of *spr-5; met-2* mutants does not differ significantly from Wild Type during the chemotaxis assay. (A) The total distance travelled by Wild Type (N2) versus *spr-5; met-2* mutants is not significantly different during the 1hr chemotaxis assay. (B) The distance moved by Wild Type between minutes 2-6 of the chemotaxis assay, before Wild Type worms reach the food, is also not significantly different. Wild Type (N=36 from 10 assays) and *spr-5; met-2* mutants (N=36 from 10 assays).

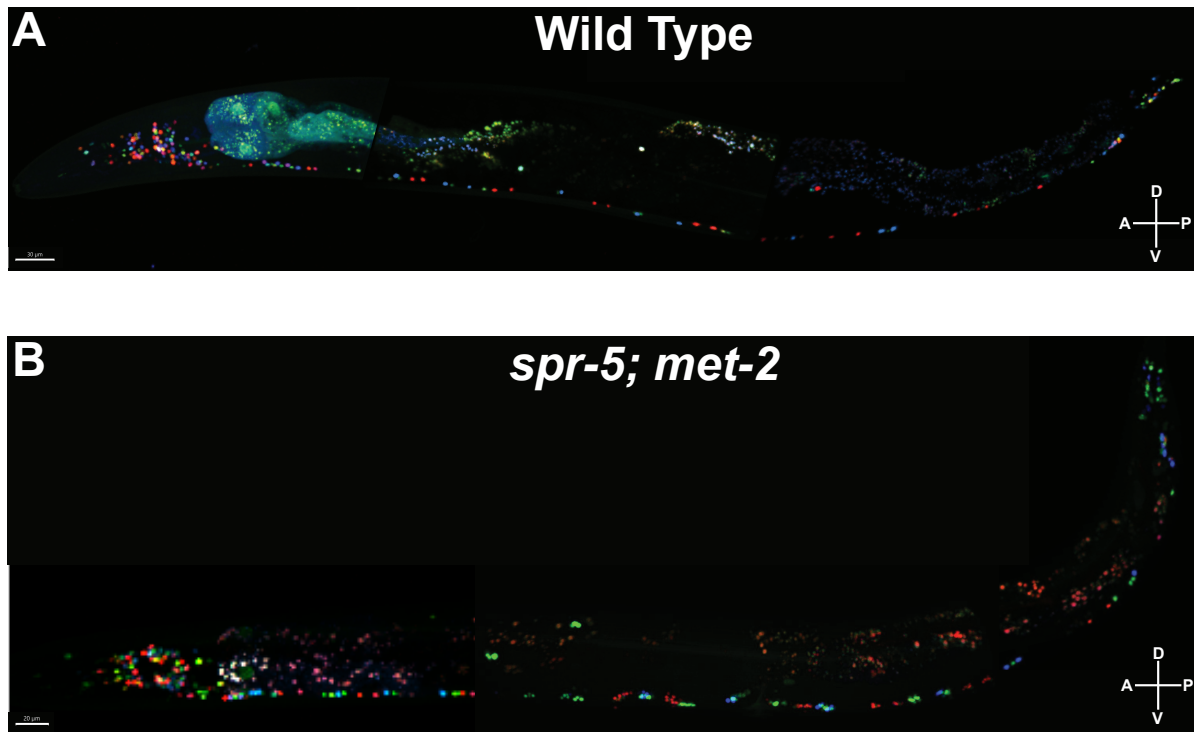

Fig. S7. The nervous system is entirely present and properly located in *spr-5*; *met-2* mutants with impaired chemotaxis.

Example of Wild Type (N2) (A) and *spr-5*; *met-2* (B) adult worms indicating that all 302 uniquely identified neurons are present in the correct position. The anterior(A)/posterior(P) and dorsal(D)/ventral (V) axes are indicated.

Supplementary Information

Dataset S1 list of MES-4 targeted germline genes up regulated in the soma or down regulated in the germline (related to Fig. 1)

Dataset S2 lineage tracing rate- corrected rate cycles (related to Fig. 2)

Dataset S3 lineage tracing- specific rates (related to Fig. 2)

Dataset S4 table of individual chemotaxis assays (related to Fig. 3)

Dataset S5. The *unc-119* promoter sequence used to drive *Isl-1* RNAi in neurons

Video S1A WT average projection (related to Fig. 3)

Video S1B *spr-5; met-2* average projection (related to Fig. 3)

Video S2A WT chemotaxis on OP50 bacteria (related to Fig. 3)

Video S2B *spr-5; met-2* chemotaxis on HT115 bacteria (related to Fig. 3)

Video S2C *spr-5; met-2* on *mes-4* RNAi chemotaxis (related to Fig. 3)

Video S2D WT chemotaxis on HT115 bacteria (related to Fig. 3)

Video S2E *spr-5; met-2* on *Isl-1* RNAi chemotaxis (related to Fig. 3)

Video S3A WT NeuroPAL rotation (related to Fig. 4)

Video S3B *spr-5; met-2* NeuroPAL rotation (related to Fig. 4)

# Supplementary material for: Ectopic transcription due to inherited histone methylation may interfere with the ongoing function of differentiated neurons
**Source:** Proc Natl Acad Sci U S A. 2025 Sep 24;122(39):e2513137122. doi: 10.1073/pnas.2513137122
**Supplement:** Supplementary file 6 — Dataset S05

Dataset S5- The unc-119 promoter sequence that was used for the neuron specific RNAi strain

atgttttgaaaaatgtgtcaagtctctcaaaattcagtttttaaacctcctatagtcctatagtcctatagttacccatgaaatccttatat
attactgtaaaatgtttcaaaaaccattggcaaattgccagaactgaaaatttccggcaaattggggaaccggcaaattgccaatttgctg
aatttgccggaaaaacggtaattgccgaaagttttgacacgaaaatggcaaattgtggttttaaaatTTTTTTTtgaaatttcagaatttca
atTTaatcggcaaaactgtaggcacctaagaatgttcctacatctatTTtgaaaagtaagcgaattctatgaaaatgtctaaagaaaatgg
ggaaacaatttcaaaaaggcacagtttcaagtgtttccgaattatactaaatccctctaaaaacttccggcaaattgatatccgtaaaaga
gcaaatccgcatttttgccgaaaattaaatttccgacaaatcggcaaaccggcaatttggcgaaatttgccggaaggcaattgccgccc
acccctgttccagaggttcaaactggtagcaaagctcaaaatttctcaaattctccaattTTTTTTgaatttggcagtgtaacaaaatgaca
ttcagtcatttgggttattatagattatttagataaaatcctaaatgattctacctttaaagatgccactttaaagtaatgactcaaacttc
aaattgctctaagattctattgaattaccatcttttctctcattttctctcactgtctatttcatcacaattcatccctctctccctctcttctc
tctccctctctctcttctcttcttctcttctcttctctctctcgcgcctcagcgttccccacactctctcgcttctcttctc
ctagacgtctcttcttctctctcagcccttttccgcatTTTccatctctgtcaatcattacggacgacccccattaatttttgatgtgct
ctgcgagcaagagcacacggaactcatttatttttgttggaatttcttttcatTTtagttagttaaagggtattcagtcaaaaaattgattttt
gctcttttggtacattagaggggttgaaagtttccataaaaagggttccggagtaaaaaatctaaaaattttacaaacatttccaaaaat
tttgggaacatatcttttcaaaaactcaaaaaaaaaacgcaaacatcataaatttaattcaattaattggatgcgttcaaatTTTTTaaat
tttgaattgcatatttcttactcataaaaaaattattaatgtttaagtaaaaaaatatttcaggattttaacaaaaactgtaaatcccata
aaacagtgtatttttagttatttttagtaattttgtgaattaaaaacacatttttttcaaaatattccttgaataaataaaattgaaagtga
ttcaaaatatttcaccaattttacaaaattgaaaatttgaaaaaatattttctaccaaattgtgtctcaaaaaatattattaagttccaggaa
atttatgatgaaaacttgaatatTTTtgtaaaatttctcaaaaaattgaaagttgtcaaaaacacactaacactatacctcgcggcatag
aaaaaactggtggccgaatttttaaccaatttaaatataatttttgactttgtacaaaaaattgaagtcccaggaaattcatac
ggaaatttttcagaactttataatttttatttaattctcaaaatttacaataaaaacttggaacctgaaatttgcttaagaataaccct
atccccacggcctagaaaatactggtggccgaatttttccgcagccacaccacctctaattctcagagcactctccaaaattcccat
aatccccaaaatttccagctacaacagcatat

How the deposited data were processed for this re-analysis (not part of the article)

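The study measured transcripts in single cells of embryos enriched for the 100-200 cell stage, with 1 library from Wild Type (N2) and 1 from F1 *spr-5; met-2* mutants. The deposited files hold UMI counts that the authors made with Cell Ranger 3.0.2 on the ce11 build from 10x 3' libraries, as whole numbers, unfiltered and not normalized. The authors went on in Seurat, for which no version is given. Gene identifiers of the 20191 genes were paired with coordinates through the annotation of Ensembl release 115, which held 20105 of them and all 131 genes selected for naming.

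Cells were the barcodes with the most UMIs, 219 in Wild Type and 686 in the mutants. Their median was 2086 UMIs in Wild Type and 726.5 in the mutants, with a lower quartile of 1310.5 and 510.5. Scanpy 1.11.5 with anndata 0.12.19 and igraph was used in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were made in matplotlib 3.10.9. Counts per cell were normalized to 10000, log-transformed and scaled to at most 10, and genes seen in fewer than 5 cells were left out. The genes of Dataset S1 and those of the RT-PCR were kept out of the clustering. A cluster was named when at least 3 markers of 1 tissue were 2 times enriched, and their number was more than 1.5 times that of the next tissue or at least 2 of them stood among the 10 leading genes. It stayed without a name where another tissue had as many markers enriched or more markers among those 10 genes, or where none of its own markers was among them and its cells in either library had a median depth far below that of the library. This naming threshold was set after seeing the data. It kept 2 clusters out of the neuron-like cells, with 15.5% of Wild Type and 16.0% of mutant cells. Of the 15 clusters 5 stayed without a name. Doublets called by Scrublet, at an expected rate of 4%, were kept and only removed in an alternative. It called 11 Wild Type cells (5.02%) and 6 mutant cells (0.875%), and 4 of the 18 largest Wild Type barcodes.

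UMIs were summed over cells and given as CPM. Ratios are mutant over Wild Type with an exact conditional binomial interval at 95%, CPM values have Poisson intervals and shares exact binomial (Clopper-Pearson) intervals. With 1 library per genotype the intervals and the floor of 3 counts cover counting error only. Somatic cells are those outside the germline-like cluster. For single genes a pseudocount of 10 CPM was used when they were ranked. Lists were compared with 10000 random lists drawn from 20 bins of expression. Thinning drew 500 UMIs per cell without replacement and left out 162 mutant cells with fewer, and a second draw took 250. Free RNA was read from barcodes with at most 200 UMIs, 9121 in Wild Type and 6636 in the mutants.

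Genes named are those of Dataset S1 and of the RT-PCR, *spr-5*, *met-2*, *mes-4*, *lsl-1* and *ama-1*, the 10 genes with the largest change in each direction that also held in most of the clusters compared, and the 4 most abundant genes of each list. The direction of the Dataset S1 genes was known from the paper. Lists of germ granule, meiosis, small RNA, maternal mRNA, yolk and sperm, heat shock, early zygotic, late embryo, ciliogenesis, synapse, Hox, mitochondrial, histone methylation, repressor and cell cycle genes came from general knowledge. Of the 18 germ granule genes listed 15 were in the files, and of the 25 small RNA genes 22. The synapse genes, with *snb-1* at 1.53 and *unc-116* at 1.37, had a summed ratio of 1.98 (1.82 to 2.15) in somatic cells, at 968 and 1914 CPM, with 31 of 31 detected genes higher by point value, 22 intervals above 1 and a median at percentile 99.97 of random lists. Neuron clusters of 2 and 61 and of 0 and 32 cells came almost all from the mutants, and over the 6 clusters with at least 10 cells of each genotype, at the same weights, the ratio was 1.60 (1.43 to 1.78).

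The steps were tested on simulated data, in which both libraries were drawn from 1 profile and known genes were changed. Genes changed 2-fold were past the size of 0.25 in 100% of cases and genes at 0.5-fold in 97.9%, but so were 39.2% of unchanged genes, in one direction or the other, so the size alone calls no gene. Of 100 lists of unchanged genes, 2% lay above percentile 97.5 and 2% below 2.5.

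Lists, comparisons, markers, the rule for naming genes and most alternatives were chosen before the data were examined. These alternatives changed the cells kept, doublets, thinning, clustering resolution, scaling, gene filter, pseudocount and free RNA. Leaving out barcodes with more than 10000 UMIs, weighting cells equally, comparing clusters at equal weights, the limit of 200 UMIs for free RNA and recomputing the index from quadrants were chosen after seeing the data. Chemotaxis plates and embryo slopes of Datasets S3 and S4 were compared by two-sided permutation tests, exact where a group had fewer than 10 values and otherwise with 100000 resamples, with Benjamini-Hochberg adjustment over 12 comparisons of plates and over 12 sublineages. The integration with the published atlas, the read counts and the RT-PCR and imaging data were not analysed here.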

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

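The test of free RNA was chosen only after the result was seen, and the comparisons at equal cluster weights and without the largest barcodes were added after the data were seen.

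Germline transcripts were higher in the somatic cells of *spr-5; met-2* mutants, and barcodes with at most 200 UMIs, which the paper did not analyse, held them as well. These barcodes were taken as free RNA, and whether some of them hold cells was not tested. Mutant barcodes with at most 200 UMIs had 1460 CPM (1378 to 1546) of the 25 genes of Dataset S1 and Wild Type barcodes 465 CPM (411 to 525). Free RNA as the whole source would keep these genes and the muscle markers in 1 ratio. Mutant neuron-like, ciliated neuron-like and hypodermis-like cells, however, held 2.61 times (2.24 to 3.03) the ratio of these barcodes. Such Wild Type cells held 0.923 times (0.720 to 1.17) that of their own. Muscle markers give only an upper limit for free RNA, so the Wild Type value does not show free RNA as the whole source there. The 16 other genes of Dataset S1 were at 222 CPM in Wild Type barcodes with at most 200 UMIs and 23.5 CPM in Wild Type somatic cells. Neither clusters that Wild Type lacks nor the largest Wild Type barcodes account for the difference. Over clusters with at least 10 cells of each genotype, at equal weights, the ratio was 7.32 (6.16 to 8.69), and without those barcodes 6.88 (5.63 to 8.47). Only 4 of 6 profiles in each direction matched their own cluster best, which can also come from unequal depth of the profiles. Cells of 1 cluster can still differ in type or stage between the genotypes. Such a difference within clusters was not tested. The genotype stays among the open explanations, untested against a difference between the preparations, since there is 1 library of each.

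Transcripts of the mitochondrial genome, which the paper does not report on, were at 7403 CPM in Wild Type cells and 21702 in mutant cells, a ratio of 2.93 (2.85 to 3.01), with *ctc-3* at 5.82, *nduo-6* at 1.37 and intervals above 1 for 11 of the 12 genes.

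Genes of ciliogenesis, outside those the paper discusses, were at 113 CPM in Wild Type and 659.8 in the mutants, a ratio of 5.86 (4.77 to 7.26) with 29 of 30 higher, and all 32 cells of the ciliated neuron-like cluster came from the mutants. *mks-5* had 0 and 35 UMIs, at least 16.15-fold higher against a floor of 3 counts, and *daf-19* had 31 and 50, a ratio of 2.23 (1.40 to 3.62).

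Short transcripts, on which the paper does not report, were lower in mutant somatic cells, with a median log2 ratio of -0.87 for 327 genes with a longest annotated transcript of at most 500 bases and 0.66 for 513 genes above 4000 bases. The 13 genes of Dataset S1 between 2000 and 4000 bases had a median of 1.91, against 0.39 for all 1832 genes of that length.

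Loss of SPR-5 and MET-2 went with a larger difference in chemotaxis to benzaldehyde than to diacetyl, by -0.354 (permutation of the odorant labels within each genotype, p = 0.00875). Wild Type worms themselves had an index higher by 0.403 with benzaldehyde than with diacetyl, and the mutants by 0.0488.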

How the results depend on the processing

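Leaving out barcodes with more than 10000 UMIs, weighting cells or clusters equally, free RNA from barcodes with at most 200 UMIs and the index from quadrants were chosen after seeing the data.

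Of 89 values under the other alternatives 75 stayed within the error or side of the main value, 11 moved, 1 became weaker and 2 reversed, and a further 15 came from alternatives that change nothing, such as a filter on genes and mitochondrial share that removed no cell. The 75 also include values identical to the main ones. A higher clustering resolution, or keeping the genes under study in the clustering, gave the same germline-like cells, so ratios and shares there could not move. Of the 19 values under those added later, 11 stayed, 7 moved and 1 reversed. The CPM ratio of the 25 genes of Dataset S1 in somatic cells ran from 4.86 to 7.52 over 11 alternatives, and that of the 5 RT-PCR genes from 4.60 to 9.02 over 14. Both lowest values come from drawing before clustering and cover all cells, not somatic cells alone. With free RNA subtracted, at any of the 3 limits, the ratio of the 25 genes has no value, since the Wild Type level falls to 0 or below. The share subtracted was read from muscle markers and is an upper limit. The difference in percent of somatic pairs, 2.40 points, was 3.62 with at least 500 UMIs per cell in both libraries, 1.32 with at least 250, 1.16 with 250 UMIs drawn per cell, 3.23 with free RNA of barcodes with at most 50 UMIs subtracted and 3.53 without barcodes of more than 10000 UMIs; it stayed above 0 in all 13. A minimum of 250 UMIs kept 451 Wild Type and 1958 mutant barcodes, and a minimum set from the largest barcodes kept 39 Wild Type cells. The average normalized value where detected was higher by 1.24 in the mutants, by 0.0309 with 500 UMIs drawn after clustering, and reversed to -0.0456 with 500 drawn before clustering and -0.0490 with 250 drawn, since drawing removes the depth it rests on. Drawing before clustering left no germline-like cluster, so the germline results have no value there. No cell was then set apart from the soma, and the ratio of 4.86 covers all cells. Over all cells the main ratio of the 25 genes was 4.10 (3.65 to 4.60). The median correlation within clusters was 0.5677, and why it was lower was not tested. With at least 50 UMIs per gene 2222 genes were higher by more than 0.25, as fewer genes were tested. Without the largest barcodes the ratio of the 16 genes in germline-like cells was 0.255, against 0.582 at the other end, and it rests on 3 Wild Type cells. Over the same cells the ratio of the 25 genes reversed from 1.59 to 0.988, and those of 4 other germline lists moved to values from 1.01 to 1.58, with intervals that include 1. The difference in embryo slope was 0.0464 on the second recording day alone (5 embryos, exact permutation p = 0.0649). No paired analysis was possible because there is 1 library per genotype and plates and embryos carry no pairing. The few UMIs per cell in the mutants limit single genes within clusters.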

Differences from the paper's values

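None of the 19 values of the paper that were also computed here differed by more than 1.5 times. Only the median genes per cell and the numbers of higher and lower genes come from the deposited counts. The others are chemotaxis indices, plates and worms recounted from the study's own Dataset S4. The paper reports 3660 genes as higher and 1679 as lower, and 3493 and 1644 passed the same size here, where the paper's threshold also includes significance and the count here does not. Of 36 comparisons under alternatives 4 differed: the median number of genes per cell at a minimum of 250 UMIs (439 in Wild Type and 290 in the mutants, against the paper's 1067 and 526) or at a minimum set from the largest barcodes (2860 in Wild Type), and the number of higher genes with at least 50 UMIs (2222).

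The paper states that germline genes were detected in a smaller share of the mutant cells in its cluster of hypodermis and body wall muscle. Here, over the 25 genes of Dataset S1 and not the full list of targets, and in clusters that were made anew, the share was lower in mutant hypodermis-like cells as counted (8.00% and 6.15%) and higher with 500 UMIs drawn per cell (0.286% and 2.29%). In body wall muscle-like cells it was higher in the mutants both ways (1.18% and 4.24%, and 0.392% and 1.71%).

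The legend of Fig. S1 states that the clusters are the same in both genotypes. Here 3 of 15 clusters held no Wild Type cell and 6 held at most 2.

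For Wild Type adults tested with OP50 the paper counts 36 plates, and Dataset S4 lists 34.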

Other observations

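The comparisons with 500 UMIs drawn per cell were planned, and the one with each detected gene set to 1 UMI, like the values by chromosome and for ribosomal proteins, was chosen only after the result was seen.

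Genes on the X chromosome were relatively lower in the mutants. UMIs of all X-linked genes together had a ratio of 0.851 (0.844 to 0.858) over all cells. The 787 X-linked genes compared one by one had a median log2 ratio of 0.05, against medians from 0.24 to 0.36 on the autosomes. The 75 genes of cytosolic ribosomal proteins were at 99490.4 and 63917 CPM in somatic cells, a ratio of 0.642 (0.635 to 0.650), and 66 of 75 were lower. Their transcripts are short, with a median length of 520 bases, and short transcripts were lower in general.

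Some clusters came mostly from the mutants. A neuron-like cluster with *unc-86*, *unc-3* and *rab-3* held 2 Wild Type and 61 mutant cells. The intestinal gene *sdz-1* had 0 UMIs in Wild Type somatic cells and 95 in the mutants, at least 43.2-fold higher against a floor of 3 counts.

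The average of normalized counts where a gene was detected was higher in the mutants, and it follows the lower depth of the mutant cells. With each detected gene set to 1 UMI the difference for the 25 genes of Dataset S1 was 1.23, of 1.24 as counted, and with 500 UMIs drawn per cell it was 0.0309. This concerns the average and not the CPM of these genes, which does not rest on detection.

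The 16 germline genes of Dataset S1 were detected less often in mutant germline-like cells, by -58.2 points as counted and -10.9 points with 500 UMIs drawn per cell. Drawing lowers both shares whatever the cause, and the ratio of the shares went from 0.207 to 0.364. With 4 Wild Type cells, depth and a lower level of these genes cannot be told apart by this share.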
